# Nafamostat has anti-asthmatic effects associated with suppressed pro-inflammatory gene expression, eosinophil infiltration and airway hyperreactivity

**DOI:** 10.3389/fimmu.2023.1136780

**Published:** 2023-04-21

**Authors:** Venkata Sita Rama Raju Allam, Ida Waern, Sowsan Taha, Srinivas Akula, Sara Wernersson, Gunnar Pejler

**Keywords:** nafamostat, serine proteases, asthma, house dust mite, cytokines, airway hyperreactivity, inflammation

## Abstract

**Introduction:**

Asthma is characterized by an imbalance between proteases and their inhibitors. Hence, an attractive therapeutic option could be to interfere with asthma-associated proteases. Here we exploited this option by assessing the impact of nafamostat, a serine protease inhibitor known to neutralize mast cell tryptase.

**Methods:**

Nafamostat was administered in a mouse model for asthma based on sensitization by house dust mite (HDM) extract, followed by the assessment of effects on airway hyperreactivity, inflammatory parameters and gene expression.

**Results:**

We show that nafamostat efficiently suppressed the airway hyperreactivity in HDM-sensitized mice. This was accompanied by reduced infiltration of eosinophils and lymphocytes to the airways, and by lower levels of pro-inflammatory compounds within the airway lumen. Further, nafamostat had a dampening impact on goblet cell hyperplasia and smooth muscle layer thickening in the lungs of HDM-sensitized animals. To obtain deeper insight into the underlying mechanisms, a transcriptomic analysis was conducted. This revealed, as expected, that the HDM sensitization caused an upregulated expression of numerous pro-inflammatory genes. Further, the transcriptomic analysis showed that nafamostat suppressed the levels of multiple pro-inflammatory genes, with a particular impact on genes related to asthma.

**Discussion:**

Taken together, this study provides extensive insight into the ameliorating effect of nafamostat on experimental asthma, and our findings can thereby provide a basis for the further evaluation of nafamostat as a potential therapeutic agent in human asthma.

## Introduction

Asthma is a non-communicable, heterogeneous chronic airway inflammatory disorder affecting ~300 million people worldwide. Asthma is characterized by airway inflammation and airway remodelling associated with various symptoms, including shortness of breath, wheezing, cough and chest tightness, and variable expiratory airflow limitation (1–4). The progression of asthma is complicated and is associated with a diverse interplay between environmental factors and genetic predispositions, thereby stratifying asthmatics into distinct phenotypes with significant clinical variance (1). Further, asthma endotyping is an emerging concept, through identifying different cellular and molecular mechanisms involved in the disease pathogenesis (2). Current therapies for asthma include a combination of anti-inflammatory agents like corticosteroids along with bronchodilators; however, the poor response to these regimens among certain asthmatic subsets and the adverse side-effects associated with their long-term use emphasizes the need to identify novel therapeutic interventions to treat asthma effectively (4).

Asthma is a multifaceted disease primarily allied with an altered Th2/Th17 immune system in response to environmental allergens (5). Proteolytic events mediated by a variety of proteases represent one of the mechanisms involved in the pathogenesis of asthma, having an impact at multiple levels, including production of inflammatory mediators, induction of airway leukocyte infiltration, airway hyperreactivity (AHR) and airway remodelling (6, 7). Such proteases can be derived either from exogenous sources such as environmental allergens, or can be produced endogenously by various immune cells. For example, mite allergens include several serine proteases such as Dermatophagoides *pteronyssinus* 3 (Der p 3), Der p 6 and Der p 9, and the cystine proteases Der p 1 and Der farina (8, 9). These proteases have the capacity to proteolytically disrupt tight junctions of the epithelial cell barrier, thereby increasing epithelial permeability and facilitating the access of antigen-presenting cells to antigen (10, 11). This can stimulate and activate various downstream inflammatory signalling pathways resulting in the induction of an immune response to the allergen.

Similar to the pathogenic role of the exogenous proteases, endogenous proteases released from various immune cells in response to allergen stimuli can also play a prominent role in the initiation and progression of allergic airway inflammation. Such endogenous proteases include chymases, tryptases and carboxypeptidase A3 from mast cells, elastase, cathepsin G and myeloblastin (proteinase 3) from neutrophils, bronchial epithelial cell-derived transmembrane protease serine 11D (TM11D; human airway trypsin-like protease), granzymes expressed by cytotoxic T lymphocytes and NK cells, as well as matrix metalloproteases expressed by epithelial and other inflammatory cells (6, 12–16). Such proteases can modulate allergic airway inflammation by affecting various targets, such as pattern recognition receptors (e.g., TLR4), protease-activated receptors (PARs) including PAR2, various extracellular matrix components and inflammatory mediators. This can promote various processes, including mast cell degranulation, inflammatory cell recruitment, release of AHR-promoting bronchoconstrictors and proliferation of fibroblasts and smooth muscle cells, the latter contributing to airway thickening and airway remodelling (6, 15, 17).

To mitigate the detrimental effects attributed to both exogenous and endogenous proteases, the human body is equipped with a range of endogenous protease inhibitors (EPIs). EPIs such as cystatin A and SPINK5 maintain the epithelial barrier integrity, thereby blocking inflammatory pathways and reducing the risk of allergic sensitization (18–20). Earlier findings have reported that there may be an imbalance between the corresponding proteases and EPIs in various pathological conditions. Hence, deficiency of certain EPIs has been observed in certain asthma endotypes due to genetic predisposition, resulting in exacerbated inflammation (19, 21). To compensate for such a protease-antiprotease imbalance, various synthetic protease inhibitors have been assessed for their ability to intervene with inflammatory conditions such as asthma (21, 22).

Nafamostat mesylate is such a synthetic inhibitor, with the ability to target multiple types of serine proteases, but with selectivity for mast cell tryptase (23). Nafamostat is in clinical use for the treatment of pancreatitis, but has also been considered as a potential therapeutic in other types of inflammatory settings (24–26). Earlier studies using various experimental models of allergic asthma in mice demonstrated an anti-asthmatic effect of nafamostat (27–29). However, the exact molecular and cellular consequences of nafamostat treatment in the attenuation of asthma remain poorly characterized and there is thus a need for a further understanding of this issue. In the present study, we therefore performed a detailed investigation of the therapeutic potential of nafamostat in a house dust mite (HDM)-based mouse model for asthma. Our findings reveal that nafamostat alleviates multiple hallmark features of asthma, including the suppression of gene expression patterns associated with inflammation.

## Results

### Nafamostat abrogates HDM-induced airway inflammation and airway hyperreactivity

To study the impact of nafamostat in allergic airway inflammation, we used a protocol based on sensitization with house dust mite (HDM) extract. The used model was shown to replicate major features of the clinical asthma, including an increased cell infiltration to the airway lumen (**Figure 1A**) and raised airway hyperreactivity (AHR) in response to methacholine (**Figure 1B**). In contrast, no effects of HDM sensitization on dynamic compliance (Cdyn) was seen (**Supplementary Figure 1**). The increase in inflammatory cell infiltration to the airway lumen was primarily due to a profound increase of eosinophils (**Figure 1C**) but increased infiltration was also seen for macrophages, lymphocytes and neutrophils (**Figures 1D–F**) as compared to control mice. Treatment of HDM-sensitized mice with nafamostat significantly reduced the airway inflammation and lung resistance (R_L_) (**Figures 1A, B**), which was accompanied by a substantial reduction in the infiltration of eosinophils (**Figure 1C**) and lymphocytes (**Figure 1E**) to the airway lumen, whereas a tendency of reduced neutrophil influx was seen (**Figure 1F**).

**Figure 1:**
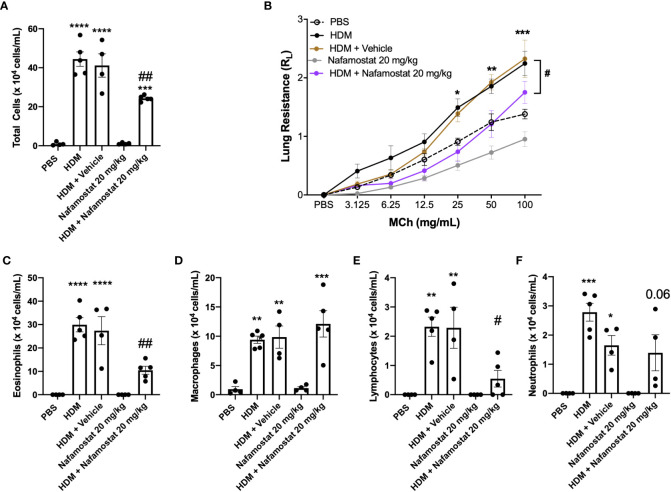
Nafamostat inhibits airway inflammation and AHR in HDM-induced experimental asthma. Mice received either PBS or HDM twice a week for 6 weeks. Mice were treated with vehicle or with nafamostat (20 mg/kg) 30 min prior to each HDM extract instillation. Control mice were treated with PBS only. Total cells **(A)**, eosinophils **(C)**, macrophages **(D)**, lymphocytes **(E)** and neutrophils **(F)** were measured in the BAL fluid. Lung resistance (R_L_) **(B)** was measured using a Buxco FinePointe series instrument. Data represent mean values ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001 vs. the PBS group. ^#^ *P* < 0.05 and ^##^ *P* <.01 vs. the HDM group. n = 4 – 5 mice per group. HDM, house dust mite.

To further evaluate the effect of nafamostat on lung inflammation, we examined effects on the peribronchial and perivascular infiltration of inflammatory cells by H&E staining, and infiltration of eosinophils into the lung tissue was assessed by chromotrope 2R staining. Consistent with the findings above, lung sections from HDM-sensitized mice showed a significant increase in peribronchial and perivascular inflammation (**Figure 2A**), which was mainly attributed to an excessive infiltration of eosinophils around the airways when compared to control mice (**Figure 2B**). Furthermore, treatment of the HDM-sensitized mice with nafamostat significantly attenuated the peribronchial and perivascular inflammation and caused a reduced infiltration of tissue eosinophils (**Figures 2A, B**). Together, these findings suggest that nafamostat could be beneficial to mitigate the hallmark features of allergic airway responses.

**Figure 2:**
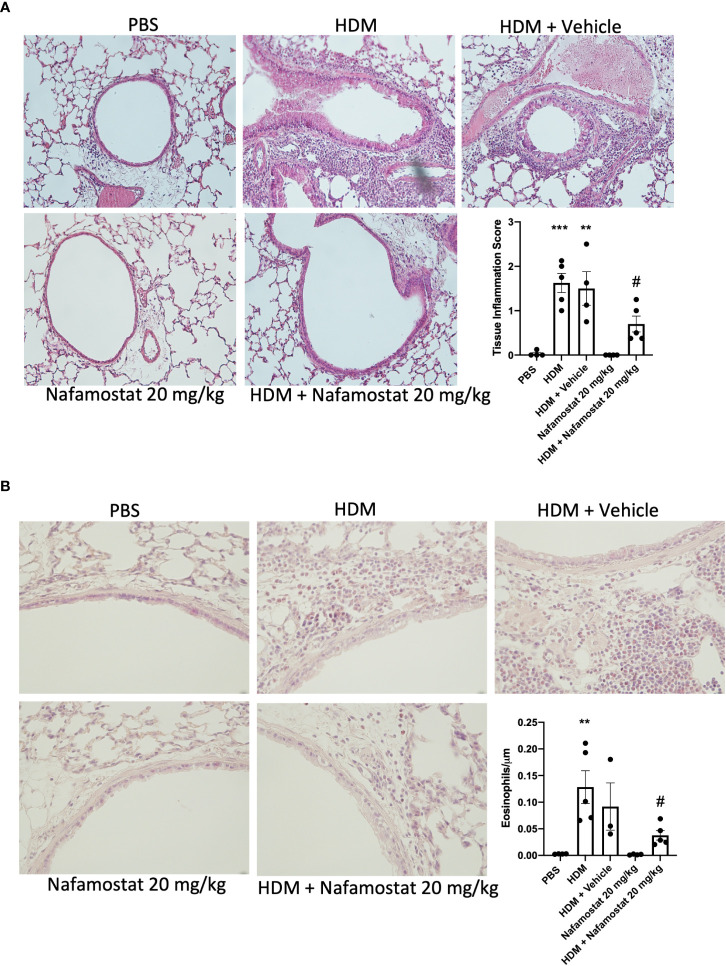
Effects of nafamostat on lung peribronchial inflammation and eosinophil infiltration in HDM-induced experimental asthma. Mice received either PBS or HDM extract twice a week for 6 weeks. Mice were treated with vehicle or with nafamostat (20 mg/kg) 30 min prior to each HDM instillation. Control mice were treated with PBS only. Peribronchial inflammation **(A)** and eosinophil infiltration around the airways **(B)** were assessed by hematoxylin and eosin (H&E) and chromotrope 2R staining, respectively. Representative images for H&E (x 20 original magnification) and chromotrope 2R staining (x 40 magnification) are shown. Data represent mean values ± SEM. **P < 0.01, ***P < 0.001 vs. the PBS group. ^#^ *P* < 0.05 vs. the HDM group. n = 3 – 5 mice per group. HDM, house dust mite.

### Nafamostat mitigates HDM-induced inflammatory cytokine production

Next, we examined the efficacy of nafamostat as an anti-inflammatory agent in allergic airway responses by measuring effects on inflammatory mediators recovered from the BAL fluid, by adopting a cytokine array approach. This assessment revealed increased levels of various cytokines/chemokines in BAL fluid from HDM-sensitized vs. control mice, including IL12p40/p70, MIP-1γ/CCL9, TARC/CCL17, TIMP-1, VCAM-1/CD106 and KC/CXCL1 (**Figure 3**). Notably, nafamostat treatment caused a profound reduction in the levels of each of these compounds in the BAL fluid, in most cases down to the baseline level (**Figure 3**). Of note, the HDM sensitization did not result in increased levels of Th2 cytokines (IL-4, IL-5, IL-13) in the BAL fluid.

**Figure 3:**
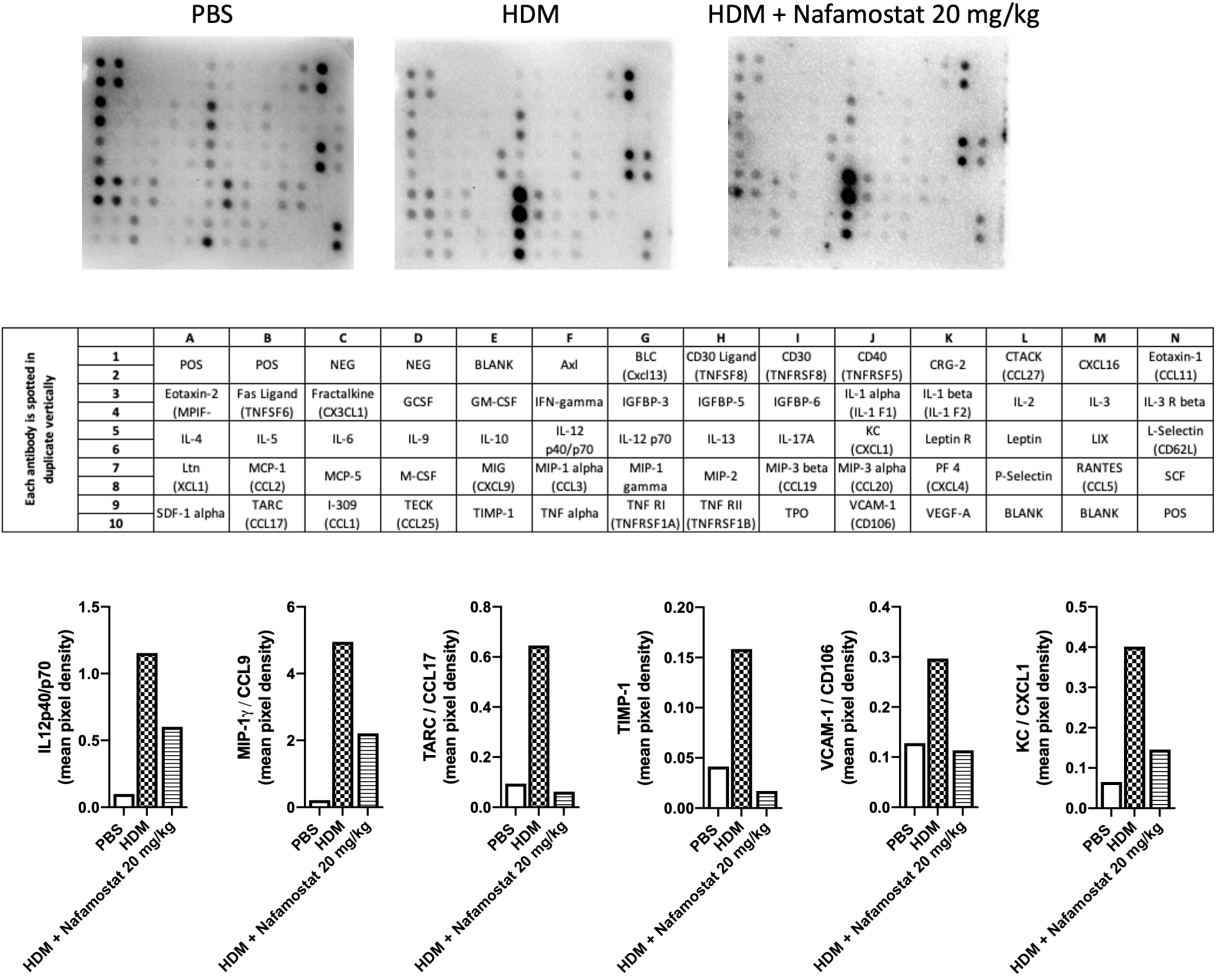
Effects of nafamostat on the release of cytokines into the BAL fluid of mice subjected to HDM-induced experimental asthma. Mice received either PBS or HDM extract twice a week for 6 weeks. Mice were treated with vehicle or with nafamostat (20 mg/kg) 30 min prior to each HDM instillation. Control mice were treated with PBS only. BAL fluid was collected, centrifuged and BAL fluid supernatants were pooled from each group and were then analysed with a RayBio mouse cytokine array. The pixel densities were semi-quantified using ImageJ protein array analyzer and are represented as mean pixel density. n = 4 mice per group. HDM, house dust mite.

### Nafamostat alleviates HDM-induced goblet cell hyperplasia and airway smooth muscle layer thickening

Airway remodelling is a prominent feature of asthma, as characterized by increased smooth muscle cell proliferation and thickening of the smooth muscle layer, contributing to the airway narrowing and increased AHR. Considering our observed beneficial effects of nafamostat on HDM-induced airway inflammation and AHR, we next investigated the effect of nafamostat treatment on airway remodelling as manifested by goblet cell hyperplasia and smooth muscle layer thickening. Histological analysis demonstrated a significant rise in goblet cell density (assessed by PAS staining; **Figure 4A**) and an increased smooth muscle layer thickness (**Figure 4B**) in HDM-sensitized vs. control mice. Further, and consistent with its beneficial effect on other features of allergic airway inflammation, nafamostat treatment caused a modest, yet significant attenuation of the HDM-induced goblet cell hyperplasia and smooth muscle layer thickening (**Figures 4A, B**).

**Figure 4:**
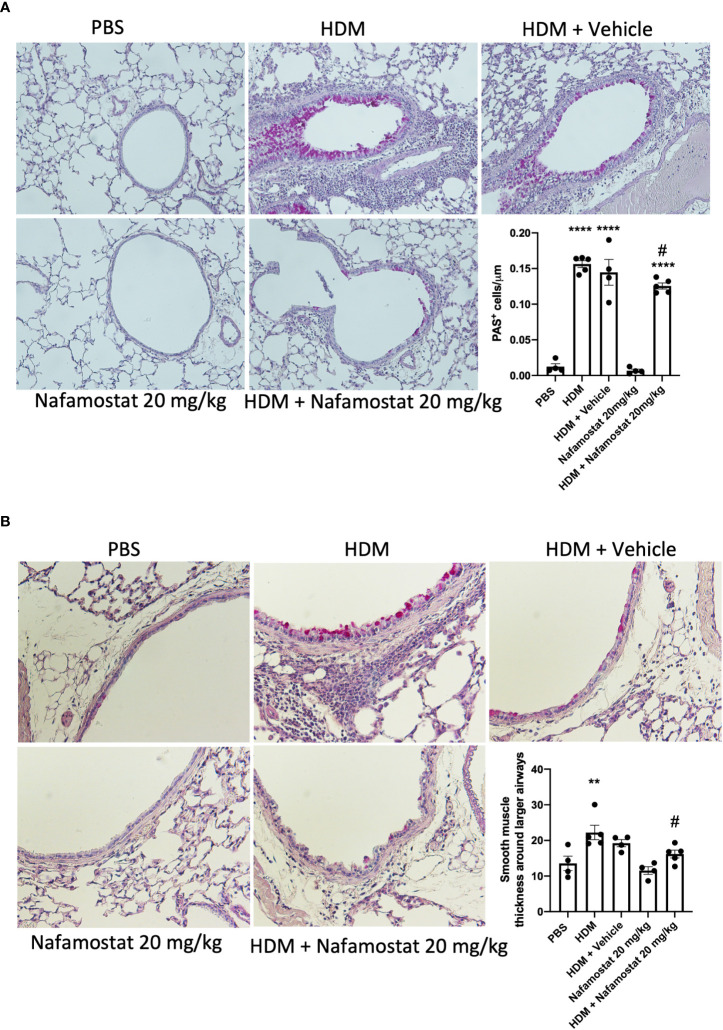
Effects of nafamostat on goblet cell hyperplasia and smooth muscle layer thickness in mice subjected to HDM-induced experimental asthma. Mice received either PBS or HDM extract twice a week for 6 weeks. Mice were treated with vehicle or with nafamostat (20 mg/kg) 30 min prior to each HDM extract instillation. Control mice were treated with PBS only. Goblet cell hyperplasia **(A)** and smooth muscle layer thickness around the primary bronchi **(B)** were quantified by Periodic Acid – Schiff (PAS) staining. Representative images for PAS staining (x 40 original magnification) are shown. Data represent mean values ± SEM. **P < 0.01, ****P < 0.0001 vs. the PBS group. ^#^ *P* < 0.05 vs. the HDM group. n = 4 – 5 mice per group. HDM, house dust mite.

### Nafamostat treatment targets the expression of pro-inflammatory genes induced by HDM sensitization

To provide a more extended insight into the mechanism by which nafamostat ameliorates allergic airway inflammation, we next performed a transcriptomic analysis of how nafamostat affects the gene expression profiles in the lung, by adopting the Ampliseq platform. 

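The files hold raw counts from the lungs of female BALB/c mice in 3 groups. The PBS group had 4 libraries (1 per mouse), and the HDM and HDM + nafamostat groups had 3 each. HDM is house dust mite extract, which was given intranasally 2 times per week for 3 weeks in the methods and in the sample labels, and for 6 weeks in the figure legends. The dose is 10 μg in 30 μl in the methods and 10 mg in 30 ml in the labels. Nafamostat, an inhibitor of serine proteases, was given intraperitoneally at 20 mg/kg 30 minutes before each instillation. The methods name 3% acetic acid in PBS as its vehicle, and the labels do not say which of the other mice sequenced received it. RNA came from the upper part of the left lung lobe, in what the methods call separate experiments. The AmpliSeq panel amplifies 1 stretch of each of 23930 targets, so each count is the number of reads of 1 amplicon per gene. The methods name normalized values from the Torrent Suite, whereas the files hold whole numbers that had not been normalized. Total counts per library were 5901279 to 7353792 in the PBS group, 7105946 to 9354416 in the HDM group and 8053532 to 9666354 in the HDM + nafamostat group. The number of targets with at least 1 count was 15664 to 17288, 16738 to 18015 and 15704 to 17612, in the same order. Counts were scaled by TMM (trimmed mean of M values) in edgeR. Levels are given as CPM (counts scaled to a common library total, mean ± SD) and changes as log2 fold changes from edgeR's quasi-likelihood fit, made for each pair of groups on its own libraries. A gene was called differentially expressed at an adjusted p (Benjamini-Hochberg) under 0.05 and a change of at least 2-fold, which is 1 on the log2 scale. The threshold, the comparisons, the rule for named genes and 50 lists of genes were fixed before the data were examined. By then, gene values in the paper's tables for these same libraries had been read, so the lists are not blind to its results. Members of a list were counted at an adjusted p under 0.05 at any fold. Where a list member is said to lose its call, it no longer passed this adjusted p. Some of these members changed by less than 2-fold and are not among the genes called differentially expressed. Each list was compared with all other genes by camera, a set test, with a preset correlation of 0.01 between genes, and its adjusted p covers the 50 lists. With a correlation estimated from the libraries instead, 25 of the 44 calls for HDM against PBS held, as did 0 of the 39 for HDM + nafamostat against HDM and 17 of the 37 for HDM + nafamostat against PBS. Gene positions are on mm10 (GRCm38). Reads carried no molecular identifiers, so limits from counts cover counting error only.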

Transcripts with less than 30 counts were considered to be poorly expressed and were disregarded from the analysis. 

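In the comparison of HDM with PBS, 14608 of the 23930 targets had at least 30 counts summed over its 7 libraries and were tested. They include Scgb1a1, the club cell secretoglobin, which took the most counts in every PBS library. The airway cytokine Il13 passed this filter with 0 counts in each PBS library and 5.12 ± 0.771 CPM (n = 3 mice) in the HDM group. The limit that 0 counts allow is 3 counts of the library total. Of the other comparisons, HDM + nafamostat against HDM covered 14413 genes and HDM + nafamostat against PBS 14079. A total of 3342 targets had 0 counts in all 10 libraries. Ear2, Ear1 and Chil3 were not found among the panel's symbols and are not analysed here.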

Visualization using principal component analysis (PCA) of the total lung transcriptome revealed a well-defined separation between control- (PBS) vs. HDM-sensitized mice (PC1 93% of variance between the groups and PC2 2% of variance) (**Figure 5A**) and also between HDM-sensitized vs. HDM-sensitized/nafamostat-treated mice (PC1 66% of variance between the groups and PC2 14% of variance) (**Figure 5B**). These findings suggest that the HDM-sensitization causes major effects on the lung transcriptome, and also that nafamostat has the capacity to modulate the expression of genes that are induced by HDM sensitization.

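Lung libraries from HDM-sensitized mice separated from those of PBS mice on the first principal component, and genes of airway allergy such as Retnla and Clca1 were among those that differed most. The component was computed on the 500 genes that varied most in log2 CPM, with a prior count of 2, and held 65.5% of their variance. The second component held 24.5%. PC1 scores were −30.9 to −19.3 in the 4 PBS libraries and 29.4 to 43.0 in the 3 HDM libraries. Olfactory receptor genes made up 104 of these 500 genes and vomeronasal and trace amine receptors 12. Together they carried 5.20% of the weight of PC1 and 42.3% of that of PC2, and their counts were highest in HDM replicate 3. Of the list of liver genes, 18 were among the 500. For HDM + nafamostat against HDM, PC1 held 72.8% of the variance and PC2 12.3%. HDM replicates 1, 2 and 3 scored 9.20, −2.30 and −48.9 on PC1, and the nafamostat replicates 28.1, −13.4 and 27.2, so that the ranges of the groups overlapped. Olfactory receptors gave 168 and vomeronasal and trace amine receptors 18 of the 500 genes of this comparison, with 45.3% of the weight of PC1. The liver list gave 23. The groups did separate on PC1 when HDM replicate 3 was left out, where PC1 held 49.3%, and when nafamostat replicate 2 was left out, with 65.0%. They also did so with the regularized log of DESeq2 (66.2%) or its variance stabilizing transformation (63.2%). The same 2 transformations gave 92.5% and 91.7% for PC1 of HDM against PBS, and 2.46% and 2.75% for PC2.

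**Figure D1:**
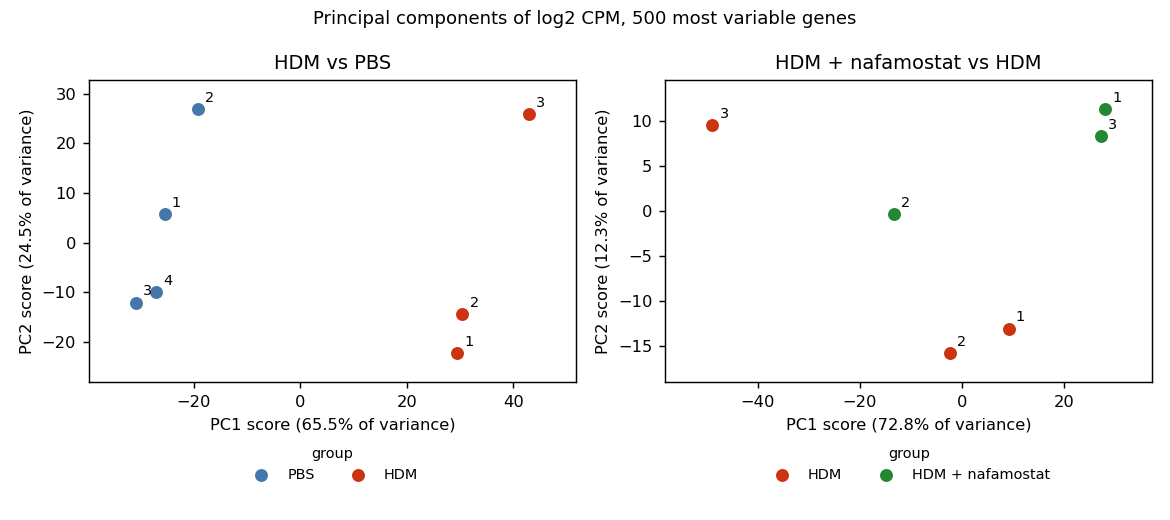
Scores of each library on PC1 and PC2 of log2 CPM of the 500 most variable genes, for HDM vs PBS (left) and HDM + nafamostat vs HDM (right), with replicate numbers beside the points. On the left, PBS libraries lie at −19.3 or below on PC1 and HDM libraries at 29.4 or above. On the right, HDM replicate 3 lies at −48.9.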

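Measured along the axis from PBS to HDM, the mean of nafamostat-treated mice lay between both groups. With the PBS mean at 0% and the HDM mean at 100% of PC1 of the 500 most variable genes, the nafamostat libraries lay at 70.8% ± 14.2 (SD, n = 3 mice), at 59.2%, 86.6% and 66.4% for replicates 1 to 3. The PBS libraries spread over −8.70% to 10.8% and the HDM libraries over 92.1% to 114%. These libraries set the axis, whereas the nafamostat libraries did not. With 1 HDM library left out of the fit and placed on the axis afterwards, HDM replicates 1, 2 and 3 lay at 71.1%, 79.3% and 94.4% in turn. On the same 3 axes nafamostat replicate 1 lay at 41.9%, 46.3% and 65.9%, replicate 3 at 47.5%, 52.4% and 73.6% and replicate 2 at 78.5%, 79.9% and 83.3%, so that replicate 2 lay above the HDM library left out on the first 2 axes. On PC1 of all genes past the filter, the mean of the nafamostat group was 60.0% ± 12.6 (SD, n = 3). Over the genes called with HDM, the slope of the change from PBS in nafamostat-treated mice on the change with HDM was 0.770. The median share of the log2 change that was undone was 24.2% for genes that rose with HDM and 45.2% for genes that fell. Both fits share the PBS libraries. Genes picked for their change in the HDM libraries tend to lie closer to PBS in any other group. In 20 simulations in which the HDM and HDM + nafamostat groups had the same means, with each gene drawn on its own, the slope was 0.926 on average (0.911 to 0.936), and the shares undone were 2.93% on average (1.67% to 4.53%) and 12.3% on average (9.41% to 14.3%). When genes were called with 2 of the HDM libraries and the third was compared with nafamostat, the shares undone were 26.7%, 19.3% and 26.8% for genes that rose and 41.6%, 34.2% and 45.7% for genes that fell, with HDM replicates 1 to 3 left out of the calls in turn. These simulations and the fits with 1 HDM library left out were added after the values were seen.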

**Figure 5:**
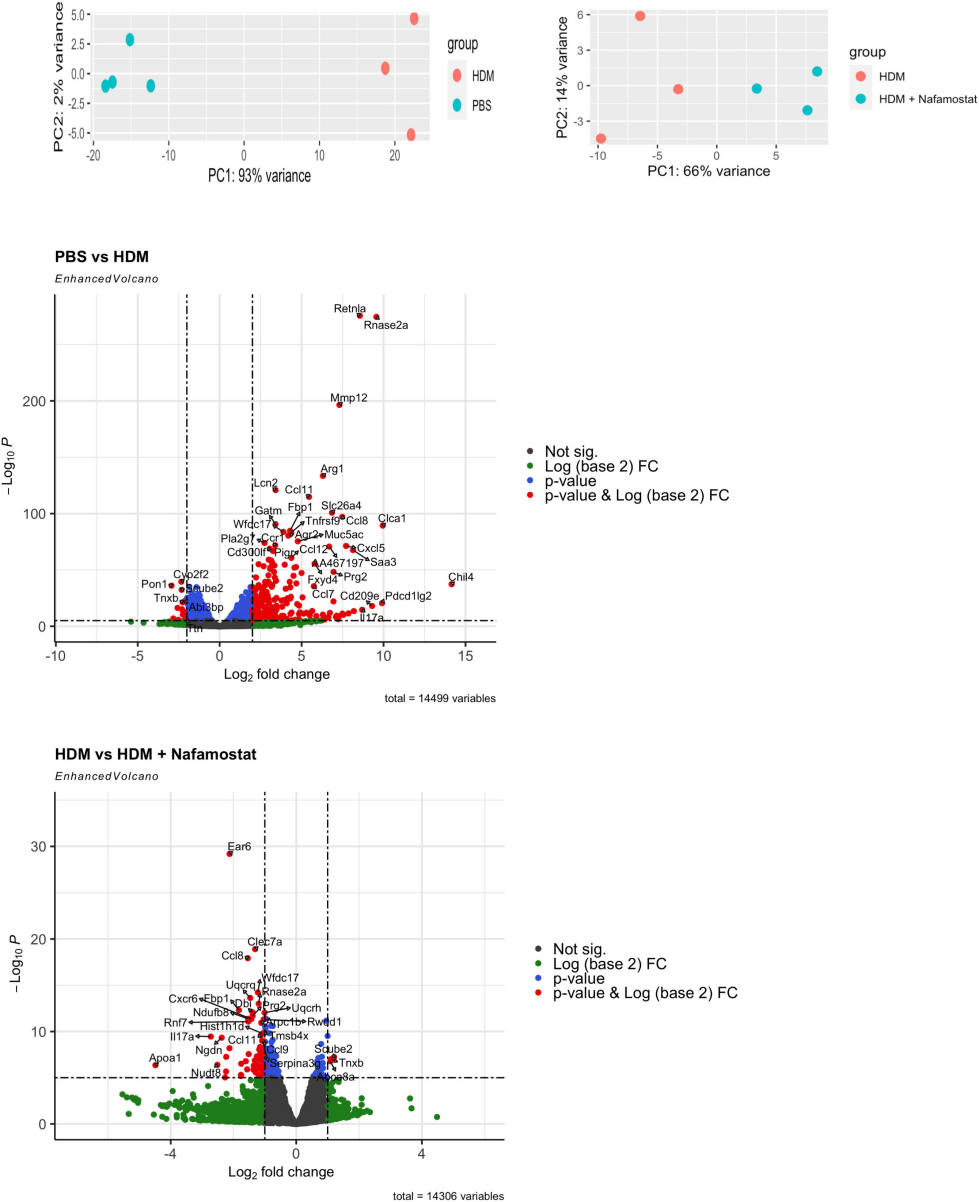
Effect of nafamostat on gene expression in lungs from mice subjected to HDM-induced experimental asthma. **(A, B)** Principal Component Analysis (PCA) of the comparison between the control- (PBS) vs. HDM **(A)** and the HDM vs. HDM + nafamostat (20 mg/kg) **(B)** groups. **(C, D)** Comparison of the differentially expressed genes (DEGs) between the control- (PBS) vs. HDM **(C)** and the HDM vs. HDM + nafamostat (20 mg/kg) **(D)** groups, by volcano plot analysis using the EnhancedVolcano package of R. Each dot represents a single gene. The x-axis depicts the log (base 2) of the fold change (FC), while the y-axis represents the negative log (base 10) of p-value. DEGs were identified as p < 0.05 and log2 FC ≥ 1.

Differential gene expression analysis revealed that a total of 1680 out of 14499 transcripts were differentially (p<0.05; log2FC ≥ 1) expressed in HDM-sensitized vs. control mice, out of which 1077 genes were upregulated and 603 genes were downregulated in response to HDM sensitization (see **Supplementary Table 1**). 

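Of 14608 genes tested, 1063 rose and 599 fell in lungs of HDM-sensitized mice. Retnla, a macrophage and epithelial product of type 2 inflammation, rose from 67.1 ± 17.7 CPM (n = 4 mice) in the PBS group to 25055 ± 3049 CPM (n = 3) in the HDM group. This is a log2 fold change of 8.55 (standard error 0.24, adjusted p = 4.55e-12 from edgeR's quasi-likelihood test). Retnla lies on chromosome 16 from 48842551 to 48844461. Clca1, a goblet cell protein, rose from 2.99 ± 1.75 to 2944 ± 623 CPM, a log2 fold change of 9.93 (standard error 0.32, adjusted p = 1.77e-11 from edgeR's quasi-likelihood test). Mmp12, the macrophage elastase, had a log2 fold change of 7.30 (standard error 0.28, adjusted p = 1.14e-10 from edgeR's quasi-likelihood test). Among genes that fell, Pon1, a paraoxonase, had 42.9 ± 6.58 CPM in the PBS and 5.57 ± 1.07 CPM in the HDM group, a log2 fold change of −2.94 (standard error 0.21, adjusted p = 8.47e-08 from edgeR's quasi-likelihood test). Bmp6, a bone morphogenetic protein, had a log2 fold change of −1.86 (standard error 0.15, adjusted p = 5.89e-07 from edgeR's quasi-likelihood test). Genes that rose made up 64.0% of those called, and 54.7% when counts were scaled by library totals only. Of the list of 33 liver genes measured, 19 were higher with HDM and 0 lower (20 and 0 when adjusted over the list alone, adjusted p = 1.88e-04 from camera, adjusted p = 0.378 with an estimated correlation). Alb, the serum albumin of hepatocytes, had 471, 843 and 129 counts in HDM replicates 1 to 3 against 2, 45, 152 and 57 in the PBS replicates. Olfactory receptors summed to 126, 249 and 1591 CPM in HDM replicates 1 to 3 and to 55.3 to 654 CPM in the PBS group. Without the lists of liver genes, olfactory receptors and vomeronasal receptors, 1065 rose and 615 fell.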

Further, a comparison between HDM-sensitized vs. HDM-sensitized/nafamostat-treated mice revealed that 139 genes were differentially expressed, out of which 19 genes were upregulated and 120 genes were downregulated in response to nafamostat treatment (see **Supplementary Table 2**). 

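In lungs of HDM-sensitized mice, 105 of 14413 genes tested were lower with nafamostat and 15 were higher. Wfdc17, a secreted protein with a protease inhibitor-like domain, fell from 349 ± 60.0 CPM (n = 3 mice) to 151 ± 20.1 CPM (n = 3), a log2 fold change of −1.22 (standard error 0.16, adjusted p = 0.00343 from edgeR's quasi-likelihood test). Uqcrq, a subunit of respiratory complex III, had a log2 fold change of −1.46 (standard error 0.19, adjusted p = 0.00343 from edgeR's quasi-likelihood test). Ngdn, a neuroguidin that takes part in the processing of ribosomal RNA, had a log2 fold change of −2.36 (standard error 0.30, adjusted p = 0.00343 from edgeR's quasi-likelihood test). Genes that rose include Tnxb, a tenascin of the extracellular matrix, with a log2 fold change of 1.12 (standard error 0.18, adjusted p = 0.0109 from edgeR's quasi-likelihood test). Abca8a, a lipid transporter, had a log2 fold change of 1.09 (standard error 0.19, adjusted p = 0.0154 from edgeR's quasi-likelihood test). Of the list of liver genes, Apoa1 alone passed the test and fell by 4.38 on the log2 scale (standard error 0.87, adjusted p = 0.0195 from edgeR's quasi-likelihood test). Alb had 4, 671 and 4 counts in nafamostat replicates 1 to 3. Olfactory receptors summed to 36.6, 426 and 27.8 CPM in the same libraries. The number of calls depends on single mice: 14 genes passed without nafamostat replicate 3, 241 without nafamostat replicate 2 and 71 without HDM replicate 3. Wfdc17, Uqcrq and Ngdn were still called when any single library was left out. The other calls named here that were lost in this way are those of Tnxb, Abca8a and Apoa1 without nafamostat replicate 3, and of Apoa1 without HDM replicate 1 or HDM replicate 2 (adjusted p = 0.0538 to 0.114 from edgeR's quasi-likelihood test). At any fold, 421 genes passed the adjusted p of 0.05.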

Notably, the nafamostat treatment caused a reversal of the expression, back to baseline levels, of several of the genes that were induced by the HDM sensitization. 

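Of the 105 genes that fell with nafamostat, 63 had risen with HDM, which is 60.0% of them and 5.93% of the 1063 genes that rose with HDM. H2-Ab1, a chain of MHC class II, rose with HDM by 1.97 (standard error 0.30) on the log2 scale and fell with nafamostat by 2.12 (standard error 0.30). Its log2 fold change from PBS in nafamostat-treated mice was −0.13 (95% confidence interval −0.89 to 0.64). The fall of H2-Ab1 was the largest in the list of dendritic cell and MHC class II genes. That list had a median of −0.31 with nafamostat, and 2 of its 18 genes fell. H2-Ab1 held a small part of its counts, as the list summed to 8210 to 11036 CPM in the HDM libraries. Arpc1b, a subunit of the actin-nucleating Arp2/3 complex, lay 0.24 from PBS (95% confidence interval −0.05 to 0.53), and Dbi, a binder of acyl-CoA, 0.08 (95% confidence interval −0.32 to 0.48). These are among 20 of the 63 genes whose interval lay within 2-fold of PBS. The 20 genes had risen little with HDM, by 1.03 (Mrps18a) to 1.97 (H2-Ab1) on the log2 scale. A further 32 were still called above PBS, 10 were neither, and 1 was not tested against PBS. At any fold, 37 of the 63 passed the test as higher than PBS. They include Ear6 of eosinophils, which is among the 10, at 0.96 (adjusted p = 0.0164 from edgeR's quasi-likelihood test). Mmp12 had 934 ± 402 CPM in the HDM and 265 ± 168 CPM in the HDM + nafamostat group (n = 3 mice each), with 24.7% of its log2 change undone. For Arg1, the arginase of alternatively activated macrophages, this was 20.4%, with 245 ± 78.5 and 100 ± 47.2 CPM (n = 3 each) against 3.12 ± 0.956 CPM (n = 4) in the PBS group. The median over the 63 genes, which were picked for both changes, was 51.7%. In the other direction, 13 genes fell with HDM and rose with nafamostat, among them Scube2, a secreted protein of fibroblasts, and Cyp2f2, a club cell cytochrome. Scube2 had a log2 fold change of −2.32 (standard error 0.20) with HDM and of 1.21 (standard error 0.21) with nafamostat. No gene was called in the same direction in both comparisons. The calls of H2-Ab1, Scube2 and Cyp2f2 with nafamostat were lost without nafamostat replicate 3. The HDM libraries stand in both comparisons, so chance values in them raise such an overlap. Independent lists of these sizes would share 7.83 genes that rose and then fell and 0.617 that fell and then rose. In 20 simulations in which nafamostat changed no gene, all 10 libraries were drawn anew, with 1 mean per gene for the HDM and HDM + nafamostat groups. They called at most 2 genes lower with nafamostat, too few for an overlap of calls. Of the 105 genes with the smallest p among those at least 2-fold lower, 34.9 on average (26 to 47) had risen with HDM, against 63 in the data. In the other direction, this was 1.60 on average (0 to 5) of the first 15, against 13. The covariance of the log2 fold changes was −0.357 across 14260 genes in the data and −0.115 in the simulations, a difference of −0.242. These simulations were added after the overlap was seen. With 3 HDM libraries the group is too small to give each comparison at least 2 of its own, so part of the overlap may come from the shared HDM libraries. The overlap was 10 genes without nafamostat replicate 3 and 102 without nafamostat replicate 2. The count within 2-fold of PBS was 1 without nafamostat replicate 3 and 7 at a margin of 1.5-fold. From the reversal of genes induced by HDM, the paper proposes that nafamostat can at least partly block the effects of HDM on gene expression in the lung.

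**Figure D2:**
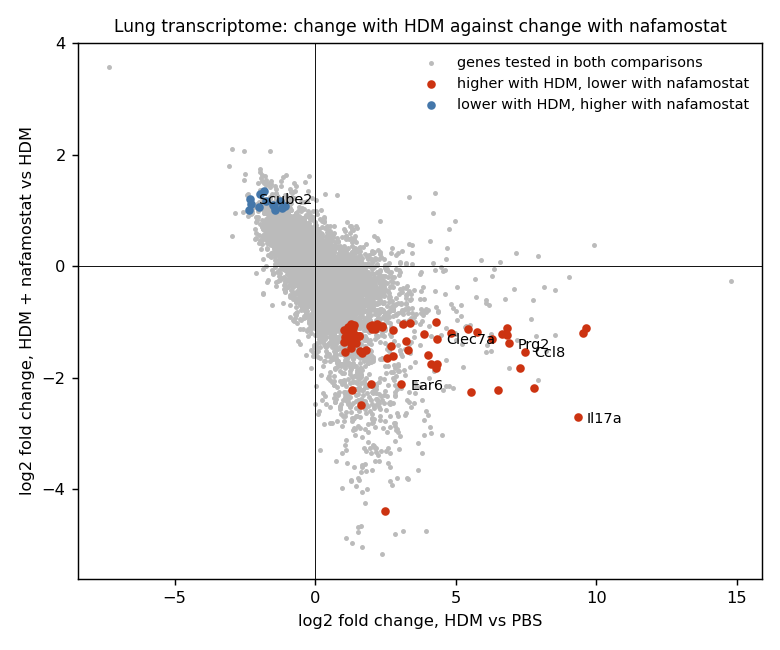
Log2 fold change of HDM + nafamostat vs HDM (vertical) against that of HDM vs PBS (horizontal), 1 point per gene tested in both comparisons. The 63 genes that rose with HDM and fell with nafamostat lie at the lower right, and the 13 that fell and then rose at the upper left.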

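Lungs of mice given HDM and nafamostat were also compared with those of PBS mice, where 650 of 14079 genes were higher and 161 lower. Saa3, an acute-phase serum amyloid, had a log2 fold change of 7.77 (standard error 0.33, adjusted p = 1.62e-11 from edgeR's quasi-likelihood test). Agr2, which folds mucins in goblet cells, had a log2 fold change of 4.25 (standard error 0.19, adjusted p = 2.89e-11 from edgeR's quasi-likelihood test). Clca1 had 3836 ± 365 CPM (n = 3 mice) in nafamostat-treated mice, a log2 fold change of 10.32 (standard error 0.30, adjusted p = 6.31e-14 from edgeR's quasi-likelihood test) from PBS. Lower genes include Rtkn2 of alveolar type 1 cells, with a log2 fold change of −1.14 (standard error 0.13, adjusted p = 9.68e-06 from edgeR's quasi-likelihood test), and Cyp2a5, a cytochrome, with one of −1.87 (standard error 0.22, adjusted p = 1.19e-05 from edgeR's quasi-likelihood test). Of the 1063 genes that rose with HDM, 598 were also called above PBS with nafamostat, and 101 of the 599 that fell were called below PBS. The point estimate with nafamostat was lower for 923 of the genes that rose, and higher for 566 of the 587 tested genes that fell, or 86.8% and 96.4%. The genes were picked for their change in the HDM libraries, which alone moves these shares above 50%. In the simulations without a change by nafamostat they were 61.4% on average (58.5% to 63.5%) and 68.8% on average (62.9% to 72.3%). With genes called on 2 HDM libraries and the third set against nafamostat, the shares were 79.0%, 78.5% and 84.4% for genes that rose and 88.2%, 82.0% and 89.3% for genes that fell, with HDM replicates 1 to 3 left out of the calls in turn. The library left out itself was less extreme than the mean of the other HDM libraries for 57.8%, 78.8% and 46.1% of the genes that rose and for 62.3%, 83.7% and 44.4% of those that fell. A further 52 genes were called above PBS with nafamostat and were not called in the comparison of HDM with PBS, a difference that was not tested itself. Of the 50 lists, 24 were higher and 13 lower than other genes by camera. The PBS libraries stand in both comparisons against PBS.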

The latter supports the notion that nafamostat, at least partly, can block the effects of HDM sensitization on global gene expression patterns in the lung. 

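Of the genes that rose with HDM, 412 rose at least 4-fold and 101 at least 16-fold, with a median log2 fold change of 1.73. Cxcl5, a chemokine that attracts neutrophils, rose from 0.572 ± 0.288 CPM (n = 4 mice) to 116 ± 34.0 CPM (n = 3), and Cd209e, a lectin of dendritic cells and macrophages, from 0.0397 ± 0.0795 to 28.4 ± 4.68 CPM. Of the genes that fell with HDM, 44 fell at least 4-fold and 3 at least 16-fold, with a median of −1.28. Nrgn, neurogranin, had a log2 fold change of −1.89 (standard error 0.16). With nafamostat, 11 of the genes that fell did so at least 4-fold and 1, the liver gene Apoa1, at least 16-fold. The call of Apoa1 was lost without HDM replicate 1, HDM replicate 2 or nafamostat replicate 3. The median log2 fold change of the genes that fell was −1.24, against 1.10 for the genes that rose, of which 0 reached 4-fold. Rnf7, a subunit of ubiquitin ligases, fell by 1.52 on the log2 scale (standard error 0.19), and Faim2, an inhibitor of apoptosis, rose by 1.29 (standard error 0.26). Their adjusted p values were 0.00343 and 0.0195 from edgeR's quasi-likelihood test. The call was lost for Faim2 without HDM replicate 1, nafamostat replicate 1 or nafamostat replicate 3 (adjusted p = 0.0523 to 0.114 from edgeR's quasi-likelihood test). The median log2 fold change over all genes tested was 0.02 with HDM and −0.01 with nafamostat.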

Using the enhanced volcano plot the profound effects of HDM sensitization on the lung transcriptome (**Figure 5C**; see also **Supplementary Table 1**), and the marked effects of nafamostat on the lung transcriptome in HDM-sensitized mice (**Figure 5D**; see also **Supplementary Table 2**) were visualized. 

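Ccl24, an eosinophil attractant that rose with HDM, had 3.29, 2.75, 2.33 and 3.34 CPM in the PBS and 44.4, 48.1 and 43.4 CPM in the HDM libraries. Agr2 had 5.53 ± 1.07 CPM (n = 4 mice) and 100.2 ± 19.1 CPM (n = 3). Of the 1662 genes called in HDM against PBS, 1592 had CPM in every HDM library above, or in every HDM library below, those of all PBS libraries. Of all genes tested, 36.6% did so, against 5.71% by chance for groups of 3 and 4. All 120 genes called for HDM + nafamostat against HDM were free of overlap, as were 25.3% of all genes tested, where chance gives 10% for groups of 3 and 3. Fbp1, an enzyme of gluconeogenesis, had 90.9, 85.2 and 116 CPM in the HDM and 32.4, 36.3 and 14.8 CPM in the nafamostat libraries. Called genes were picked for a difference between the groups, so that little overlap among them follows from the choice and adds no evidence. Genes are not independent replicates, so these shares have no test of their own.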

The gene expression patterns in the lungs of control- vs. HDM-sensitized mice and in HDM-sensitized vs. HDM-sensitized/nafamostat-treated mice were also hierarchically clustered and presented as a heat map (**Figure 6**). 

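Marker genes of macrophages, eosinophils and mucus cells rose in lungs of HDM-sensitized mice. Of 24 alternatively activated macrophage genes measured, 21 rose and 0 fell (21 and 0 when adjusted over the list alone, adjusted p = 1.01e-62 from camera). Pdcd1lg2, a ligand of the receptor PD-1, rose from 0.0362 ± 0.0724 CPM (n = 4 mice) to 43.1 ± 10.1 CPM (n = 3). Of 11 eosinophil genes measured, 9 rose and 0 fell (9 and 0 when adjusted over the list alone, adjusted p = 4.02e-24 from camera). Alox15, a lipoxygenase, had a log2 fold change of 4.91 (standard error 0.35, adjusted p = 1.15e-07 from edgeR's quasi-likelihood test). Of 24 goblet cell and mucus genes measured, 19 rose and 1 fell (20 and 1 when adjusted over the list alone, adjusted p = 1.55e-36 from camera). The gel-forming mucin Muc5ac had 3.39 ± 1.23 CPM in the PBS and 93.1 ± 22.0 CPM in the HDM group. Of 17 neutrophil genes measured, 12 rose and 0 fell (14 and 0 when adjusted over the list alone, adjusted p = 6.96e-18 from camera), and of 18 monocyte and interstitial macrophage genes measured, 16 rose and 0 fell (16 and 0 when adjusted over the list alone, adjusted p = 6.96e-18 from camera). Retnlg of neutrophils and C1qb, a chain of complement C1q made by macrophages, rose by 5.05 (standard error 0.30) and 2.97 (standard error 0.20) on the log2 scale. Of 16 alveolar macrophage genes measured, 10 rose and 1 fell (10 and 1 when adjusted over the list alone, adjusted p = 2.12e-08 from camera), and of 18 dendritic cell and MHC class II genes measured, 15 rose and 0 fell (16 and 0 when adjusted over the list alone, adjusted p = 8.22e-11 from camera). Itgax, the integrin CD11c, and Ccl22, a chemokine of dendritic cells, rose by 2.39 (standard error 0.19) and 2.56 (standard error 0.24). Of 16 type 2 cytokine and T helper 2 genes measured, 9 rose and 1 fell (12 and 1 when adjusted over the list alone, adjusted p = 4.49e-05 from camera). Il33, an epithelial alarmin, rose by 2.20 (standard error 0.20). Of 22 T and NK cell genes measured, 11 rose and 1 fell (13 and 1 when adjusted over the list alone, adjusted p = 4.41e-06 from camera, adjusted p = 0.247 with an estimated correlation). Of 18 B and plasma cell genes measured, 8 rose and 2 fell (8 and 3 when adjusted over the list alone, adjusted p = 0.00395 from camera, adjusted p = 0.182 with an estimated correlation). Icos, a costimulator of T cells, rose by 2.33 (standard error 0.30).

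Markers of alveolar type 1, endothelial, fibroblast and club cells fell. Of 16 alveolar type 1 genes measured, 0 rose and 15 fell (0 and 15 when adjusted over the list alone, adjusted p = 4.32e-14 from camera), and Ager, a receptor of these cells, had 2079 ± 145 CPM (n = 4 mice) in the PBS and 893 ± 76.7 CPM (n = 3) in the HDM group. Of 26 endothelial genes measured, 0 rose and 18 fell (0 and 20 when adjusted over the list alone, adjusted p = 2.62e-15 from camera). Of 27 fibroblast genes measured, 3 rose and 15 fell (4 and 16 when adjusted over the list alone, adjusted p = 4.97e-07 from camera). Of 19 club cell genes measured, 2 rose and 15 fell (2 and 15 when adjusted over the list alone, adjusted p = 2.90e-11 from camera). Cdh5, the cadherin of endothelial junctions, Abi3bp of fibroblasts and Cyp2b10 of club cells had log2 fold changes of −1.43 (standard error 0.15), −2.11 (standard error 0.19) and −1.62 (standard error 0.17). Of 26 multiciliated cell genes measured, 1 rose and 7 fell (1 and 9 when adjusted over the list alone, adjusted p = 0.00273 from camera, adjusted p = 0.247 with an estimated correlation). Of 16 alveolar type 2 genes measured, 6 rose and 4 fell (7 and 5 when adjusted over the list alone, adjusted p = 0.141 from camera). Of 22 smooth muscle genes measured, 1 rose and 10 fell (3 and 10 when adjusted over the list alone, adjusted p = 0.0561 from camera). Of 13 mast cell and basophil genes measured, 3 rose and 2 fell (3 and 2 when adjusted over the list alone, adjusted p = 0.964 from camera). The alveolar type 2 list was higher than other genes without PBS replicate 4 (adjusted p = 0.0248 from camera), HDM replicate 2 (adjusted p = 0.0460 from camera) or HDM replicate 3 (adjusted p = 0.0455 from camera), and the smooth muscle list was lower without PBS replicate 2 (adjusted p = 0.0450 from camera), PBS replicate 4 (adjusted p = 0.0416 from camera) or HDM replicate 2 (adjusted p = 0.0236 from camera). Kit, the stem cell factor receptor, had a log2 fold change of −1.19 (standard error 0.14) and Hdc, which makes histamine, one of 1.03 (standard error 0.16). A whole-tissue level does not separate the number of cells from their expression.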

Overall, these analyses reveal extensive effects of the HDM sensitization on the lung transcriptome, and also reveal profound effects of nafamostat treatment on the lung transcriptome after HDM sensitization.

**Figure 6:**
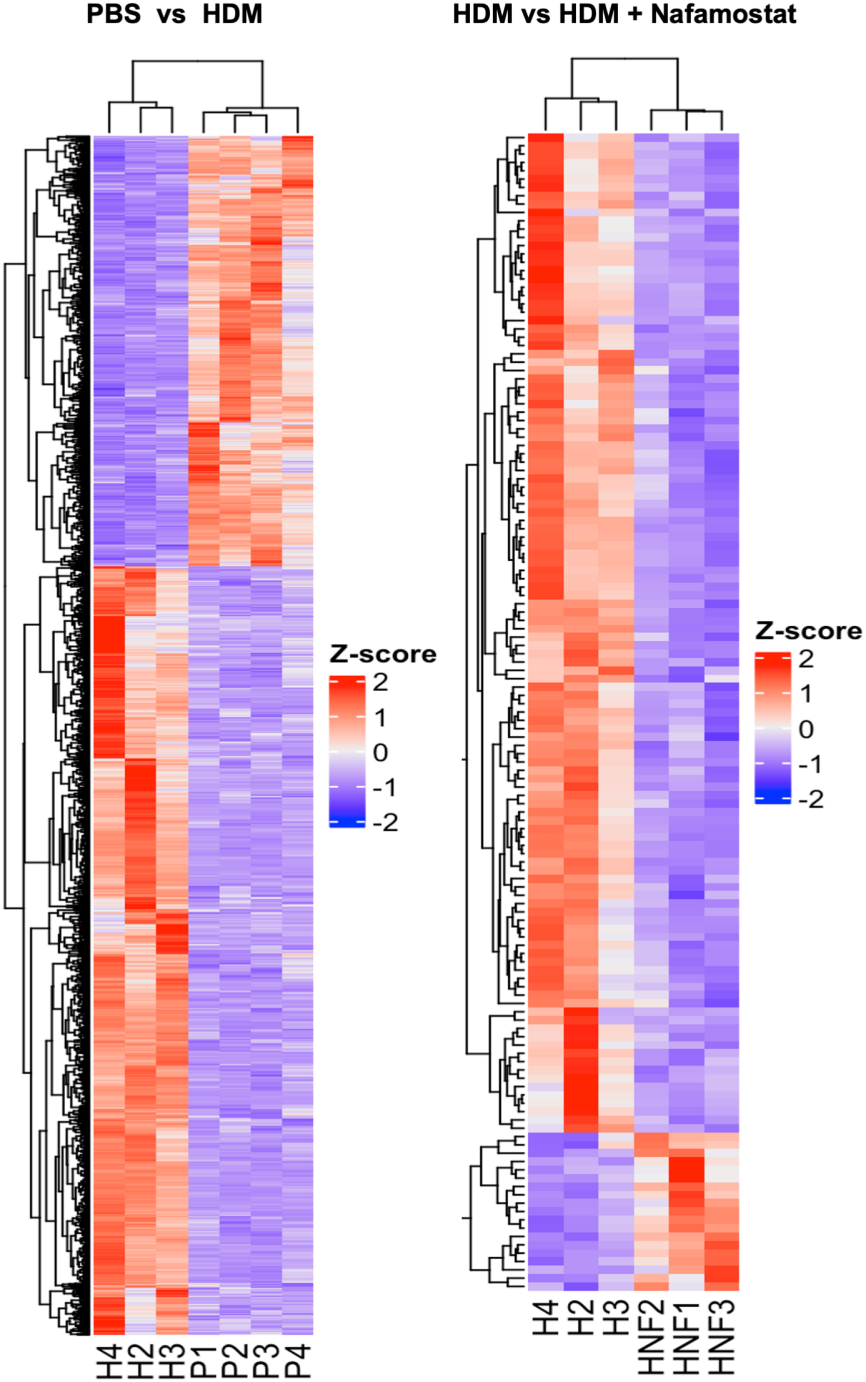
Heatmap constructed with hierarchical clustering to compare gene expression patterns in the control- (PBS) vs. HDM and the HDM vs. HDM + nafamostat (20 mg/kg) groups. n = 3 – 4 mice per group. HDM, house dust mite. n = 3 – 4 mice per group. HDM, house dust mite.

To further address the effects of nafamostat on parameters of HDM-induced allergic airway inflammation, enriched GO and KEGG analysis was performed (the top 25 categories were visualized). 

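Most chemokine genes rose in lungs of HDM-sensitized mice. Of the chemokines, 27 of 34 measured rose, 2 fell and 5 did not pass the test (27 and 2 when adjusted over the list alone). Ccl12 and Ccl24, which attract monocytes and eosinophils, had log2 fold changes of 4.36 (standard error 0.23) and 3.95 (standard error 0.19). Cxcl5, which attracts neutrophils, had one of 7.66 (standard error 0.30). Their adjusted p values from edgeR's quasi-likelihood test were 3.12e-09, 1.43e-09 and 1.31e-10. Of the genes of chemokine receptors and leukocyte migration, 20 of 36 measured rose, 0 fell and 16 did not pass the test (22 and 1 when adjusted over the list alone). Ccr1, a chemokine receptor of myeloid cells, rose by 3.38 (standard error 0.16, adjusted p = 1.25e-09 from edgeR's quasi-likelihood test) on the log2 scale. C3ar1, the receptor for complement C3a, rose by 2.65 (standard error 0.22, adjusted p = 5.05e-07 from edgeR's quasi-likelihood test). Of the interleukins and tumour necrosis factor family with their receptors, 36 of 75 measured rose, 2 fell and 37 did not pass the test (42 and 4 when adjusted over the list alone). Tnfrsf9, a costimulatory receptor of T cells, rose by 4.36 (standard error 0.20, adjusted p = 9.24e-10 from edgeR's quasi-likelihood test), and Il1rn, the interleukin 1 receptor antagonist, by 3.43 (standard error 0.21, adjusted p = 2.02e-08 from edgeR's quasi-likelihood test). The median log2 fold changes of the 3 lists were 2.43, 1.23 and 0.89. Against all other genes, camera gave adjusted p values of 2.24e-36, 7.48e-13 and 1.50e-12.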

The GO analysis revealed that the HDM sensitization, as expected, caused significant effects on the transcription of genes associated with immune responses, including the categories: leukocyte chemotaxis and migration, regulation of cytokine production and cytokine mediated signalling (**Figure 7A**). Further, the GO analysis showed that several of these pathways were suppressed by nafamostat (**Figure 7B**), providing further support for an anti-inflammatory impact of nafamostat on allergic airway responses. Similarly, enriched KEGG analysis provided further support for a strong association between the HDM sensitization and pathways related to inflammation and immunity, including categories such as: cytokine-cytokine receptor interaction, chemokine signalling, IL-17 signalling pathway, toll-like receptor signalling, asthma, c-type lectin receptor pathway and ECM-receptor interaction (**Figure 7C**). Moreover, the KEGG analysis supported an anti-inflammatory impact of nafamostat on such pathways, including categories such as: cytokine-cytokine receptor interaction, asthma, and IL-17 signalling pathway (**Figure 7D**). 

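Chemokine genes were lower as a list than other genes by camera in lungs of nafamostat-treated mice, a call that was lost with an estimated correlation. Of the 34 measured, 6 fell, 1 rose and 27 did not pass the test (13 and 2 when adjusted over the list alone). Ccl6, which is made by macrophages and eosinophils, fell by 0.97 on the log2 scale (standard error 0.17, adjusted p = 0.0133 from edgeR's quasi-likelihood test). Ccl20, the ligand of CCR6, fell by 1.51 (standard error 0.35, adjusted p = 0.0377 from edgeR's quasi-likelihood test). The list's median log2 fold change was −0.38 (adjusted p = 1.78e-06 from camera, adjusted p = 0.179 with an estimated correlation). Of the 36 genes of chemokine receptors and leukocyte migration, 1 fell and 35 did not pass the test (1 when adjusted over the list alone). That gene is Cxcr6, a receptor of tissue T cells, which fell by 1.42 (standard error 0.17, adjusted p = 0.00343 from edgeR's quasi-likelihood test). In the PBS group, Cxcr6 had 3.63 CPM in replicate 3 and 7.53 to 8.11 CPM in the other 3 libraries. The list had a median of −0.15 (adjusted p = 0.0439 from camera, adjusted p = 0.331 with an estimated correlation). Ccr1, a chemokine receptor of myeloid cells, had a log2 fold change of −0.60 (standard error 0.26) with nafamostat and did not pass the test. Of the 75 interleukins and tumour necrosis factor family genes with their receptors, 5 fell, 1 rose and 69 did not pass the test (9 and 1 when adjusted over the list alone, adjusted p = 0.00228 from camera, adjusted p = 0.301 with an estimated correlation). Ltb, a lymphotoxin, fell by 0.78 (standard error 0.15, adjusted p = 0.0193 from edgeR's quasi-likelihood test). Calls that were lost when 1 library was left out are those of Ccl6, Ccl20 and Ltb without nafamostat replicate 3, of Ccl20 and Ltb without HDM replicate 1, and of Ccl20 without HDM replicate 3 or nafamostat replicate 1 (adjusted p = 0.0576 to 0.126 from edgeR's quasi-likelihood test). The call of the receptor list was lost without HDM replicate 3 (adjusted p = 0.0913 from camera) or nafamostat replicate 1 (adjusted p = 0.296 from camera).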

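Of the genes of IL-17 signalling, 26 of 42 measured rose, 4 fell and 12 did not pass the test (28 and 7 when adjusted over the list alone). Lcn2, the antimicrobial lipocalin 2, rose by 3.41 (standard error 0.16) on the log2 scale and the mucin Muc5ac by 4.75 (standard error 0.24). Il17a itself had 0 counts in each PBS library and 1 or more in each HDM library. Of the genes of Toll-like receptor signalling, 24 of 50 measured rose, 4 fell and 22 did not pass the test (25 and 5 when adjusted over the list alone). They include Cd14, a co-receptor for lipopolysaccharide, which rose by 1.72 (standard error 0.15), and Tlr8, a sensor of RNA, which rose by 1.72 (standard error 0.19). Of the genes of the asthma list, 14 of 19 measured rose, 0 fell and 5 did not pass the test (16 and 0 when adjusted over the list alone). Prg2, the major basic protein of eosinophils, rose from 0.472 ± 0.493 CPM (n = 4) to 54.9 ± 10.5 CPM (n = 3), and Rnase2a, an eosinophil-associated ribonuclease whose paralogs may share its reads, from 1.84 ± 0.739 to 1346 ± 340.3 CPM. Of the genes of C-type lectin receptor signalling, 26 of 41 measured rose, 2 fell and 13 did not pass the test (31 and 2 when adjusted over the list alone). Clec4a2, a lectin receptor of myeloid cells, rose by 3.31 (standard error 0.21). ECM-receptor interaction went the other way: 29 of the 68 genes measured fell, 10 rose and 29 did not pass the test (35 and 10 when adjusted over the list alone). Spp1, osteopontin, rose by 3.81 (standard error 0.30), whereas Itga1, an integrin that binds collagen, fell by 1.74 (standard error 0.16). The adjusted p values of these named genes lay between 4.55e-12 and 1.16e-05 from edgeR's quasi-likelihood test. Median log2 fold changes were 2.15, 0.84, 1.97, 1.61 and −0.58, in the order above, and the adjusted p values from camera were 4.02e-24, 2.36e-08, 1.77e-22, 8.91e-23 and 1.94e-05. The call of the ECM-receptor list was lost at adjusted p = 0.247 with an estimated correlation. Genes of the ECM-receptor list summed to 8041 CPM in PBS replicate 4 and to 10332 to 10669 CPM in the other PBS libraries.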

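Il17a, the cytokine of T helper 17 cells, fell from 11.3 ± 3.32 CPM in HDM-sensitized mice to 1.72 ± 0.681 CPM in nafamostat-treated mice (n = 3 each). This is a log2 fold change of −2.71 (standard error 0.36, adjusted p = 0.00380 from edgeR's quasi-likelihood test), and the call held without each single library. Il17a lies on chromosome 1 from 20730905 to 20734496. Of the IL-17 signalling genes, 4 of 42 fell, 0 rose and 38 did not pass the test (12 and 2 when adjusted over the list alone). Cxcl5 fell by 0.94 (standard error 0.24, adjusted p = 0.0488 from edgeR's quasi-likelihood test), and Lcn2 had a log2 fold change of −0.49 (standard error 0.22) that did not pass. The list had a median log2 fold change of −0.22 (adjusted p = 0.00438 from camera, adjusted p = 0.309 with an estimated correlation), and its call was lost without nafamostat replicate 1 (adjusted p = 0.113 from camera). C-type lectin receptor signalling genes fell in 5 of 41 cases, with 0 that rose and 36 that did not pass (8 and 0 when adjusted over the list alone). Clec4n, the lectin Dectin-2 that binds mannans, fell by 0.89 (standard error 0.16, adjusted p = 0.0156 from edgeR's quasi-likelihood test). The median was −0.20 (adjusted p = 1.14e-04 from camera, adjusted p = 0.206 with an estimated correlation). For Toll-like receptor signalling, 1 of 50 genes fell and 49 did not pass the test (1 when adjusted over the list alone). The gene is Irf5, a transcription factor of inflammatory cytokines, with a log2 fold change of −0.69 (standard error 0.16). The list did not differ from other genes (adjusted p = 0.0732 from camera), but it was lower without HDM replicate 2 (adjusted p = 0.025 from camera) or nafamostat replicate 2 (adjusted p = 0.00379 from camera). Of the single genes, calls were lost for Cxcl5, Clec4n and Irf5 without nafamostat replicate 3, for Cxcl5 and Irf5 without HDM replicate 2, HDM replicate 3 or nafamostat replicate 1, and for Irf5 without HDM replicate 1 (adjusted p = 0.0505 to 0.214 from edgeR's quasi-likelihood test).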

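With nafamostat, marker genes of eosinophils and alternatively activated macrophages were lower as lists than other genes by camera in lungs of HDM-sensitized mice, and those of alveolar type 1 and club cells were higher, while most single genes did not pass the test and no call of a list held with an estimated correlation. Of 12 eosinophil genes, 4 fell and 0 rose (7 and 0 when adjusted over the list alone, adjusted p = 6.92e-11 from camera, adjusted p = 0.147 with an estimated correlation). Prg2, the eosinophil major basic protein, had 21.1 ± 2.12 CPM (n = 3 mice) and a log2 fold change of −1.38 (standard error 0.17, adjusted p = 0.00343 from edgeR's quasi-likelihood test). Of 24 alternatively activated macrophage genes, 9 fell and 0 rose (12 and 0 when adjusted over the list alone, adjusted p = 1.09e-10 from camera, adjusted p = 0.179 with an estimated correlation). Trem2, a lipid receptor of macrophages, had a log2 fold change of −1.02 (standard error 0.20, adjusted p = 0.0192 from edgeR's quasi-likelihood test). Of 19 club cell genes, 3 rose and 0 fell (7 and 0 when adjusted over the list alone, adjusted p = 5.43e-08 from camera, adjusted p = 0.200 with an estimated correlation). Cyp2f2, a cytochrome of these cells, rose from 1012 ± 222 CPM in the HDM to 2035 ± 315 CPM in the HDM + nafamostat group (n = 3 each), a log2 fold change of 1.00 (standard error 0.18, adjusted p = 0.0149 from edgeR's quasi-likelihood test). Of 16 alveolar type 1 genes, 2 rose and 0 fell (9 and 0 when adjusted over the list alone, adjusted p = 2.20e-07 from camera, adjusted p = 0.179 with an estimated correlation). Spock2, a matrix proteoglycan, rose by 0.71 (standard error 0.13). Of 27 fibroblast genes, 7 rose and 0 fell (13 and 1 when adjusted over the list alone, adjusted p = 3.44e-06 from camera, adjusted p = 0.179 with an estimated correlation). Of 26 endothelial genes, 6 rose and 1 fell (10 and 1 when adjusted over the list alone, adjusted p = 3.72e-06 from camera, adjusted p = 0.188 with an estimated correlation). Eng, endoglin, rose by 0.66 (standard error 0.14), while Cldn5, a claudin of endothelial junctions, fell by 0.71 (standard error 0.16). Of 27 multiciliated cell genes, 2 rose and 0 fell (6 and 0 when adjusted over the list alone, adjusted p = 3.93e-07 from camera, adjusted p = 0.179 with an estimated correlation), with Lrrc46 at a log2 fold change of 1.11 (standard error 0.22). Of 21 smooth muscle genes, 0 rose and 0 fell (1 and 1 when adjusted over the list alone, adjusted p = 0.0148 from camera, adjusted p = 0.414 with an estimated correlation). Acta2, the smooth muscle actin, had a log2 fold change of 0.11 (standard error 0.13).

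Mucus genes as a list did not differ from other genes with nafamostat. Of 24 goblet cell and mucus genes, 1 rose and 2 fell (4 and 4 when adjusted over the list alone, adjusted p = 0.231 from camera). Muc5ac had 148 ± 28.3 CPM (n = 3 mice) and a log2 fold change of 0.66 (standard error 0.18). Of 17 neutrophil genes, 1 fell and 0 rose (3 and 0 when adjusted over the list alone, adjusted p = 0.0509 from camera). Of 16 alveolar macrophage genes, 3 fell and 0 rose (4 and 1 when adjusted over the list alone, adjusted p = 0.138 from camera). Of 16 alveolar type 2 genes, 0 fell and 0 rose (3 and 2 when adjusted over the list alone, adjusted p = 0.990 from camera). Of 13 mast cell and basophil genes, 0 fell and 0 rose (0 and 0 when adjusted over the list alone, adjusted p = 0.943 from camera). Of 18 monocyte and interstitial macrophage genes, 3 fell and 0 rose (5 and 0 when adjusted over the list alone, adjusted p = 0.00126 from camera, adjusted p = 0.291 with an estimated correlation). Of 18 dendritic cell and MHC class II genes, 2 fell and 0 rose (4 and 0 when adjusted over the list alone, adjusted p = 7.54e-05 from camera, adjusted p = 0.203 with an estimated correlation). Of 22 T and NK cell genes, 3 fell and 0 rose (6 and 0 when adjusted over the list alone, adjusted p = 9.88e-04 from camera, adjusted p = 0.379 with an estimated correlation). Of 18 B and plasma cell genes, 4 fell and 0 rose (5 and 1 when adjusted over the list alone, adjusted p = 0.00306 from camera, adjusted p = 0.179 with an estimated correlation). Mzb1 of plasma cells fell by 1.12 (standard error 0.24). Of 16 type 2 cytokine and T helper 2 genes, 0 passed edgeR's quasi-likelihood test over all genes (1 fell when adjusted over the list alone, adjusted p = 0.00779 from camera, adjusted p = 0.200 with an estimated correlation). Il13 had 1.80 ± 0.573 CPM and a log2 fold change of −1.51 (standard error 0.40, adjusted p = 0.0578 from edgeR's quasi-likelihood test), while Il33 had one of −0.40 (standard error 0.13, adjusted p = 0.103 from edgeR's quasi-likelihood test). The call of Prg2 held without each single library. Single calls were lost for Trem2, Cyp2f2, Spock2, Eng, Cldn5, Lrrc46 and Mzb1 without nafamostat replicate 3, for Trem2, Eng, Lrrc46 and Mzb1 without HDM replicate 1, for Eng, Cldn5 and Lrrc46 without HDM replicate 3, for Cldn5 and Mzb1 without nafamostat replicate 1, and for Cldn5 without HDM replicate 2 (adjusted p = 0.0525 to 0.174 from edgeR's quasi-likelihood test). The list of monocytes and interstitial macrophages lost its call without nafamostat replicate 1 (adjusted p = 0.0569 from camera), and that of smooth muscle without HDM replicate 1 (adjusted p = 0.101 from camera) or nafamostat replicate 1 (adjusted p = 0.119 from camera). The neutrophil list was lower than other genes without HDM replicate 1 (adjusted p = 9.32e-04 from camera), HDM replicate 3 (adjusted p = 0.0475 from camera) or nafamostat replicate 2 (adjusted p = 0.00126 from camera), that of alveolar macrophages without HDM replicate 3 (adjusted p = 0.0411 from camera), and the mucus list was higher without HDM replicate 2 (adjusted p = 0.0316 from camera).

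**Figure D3:**
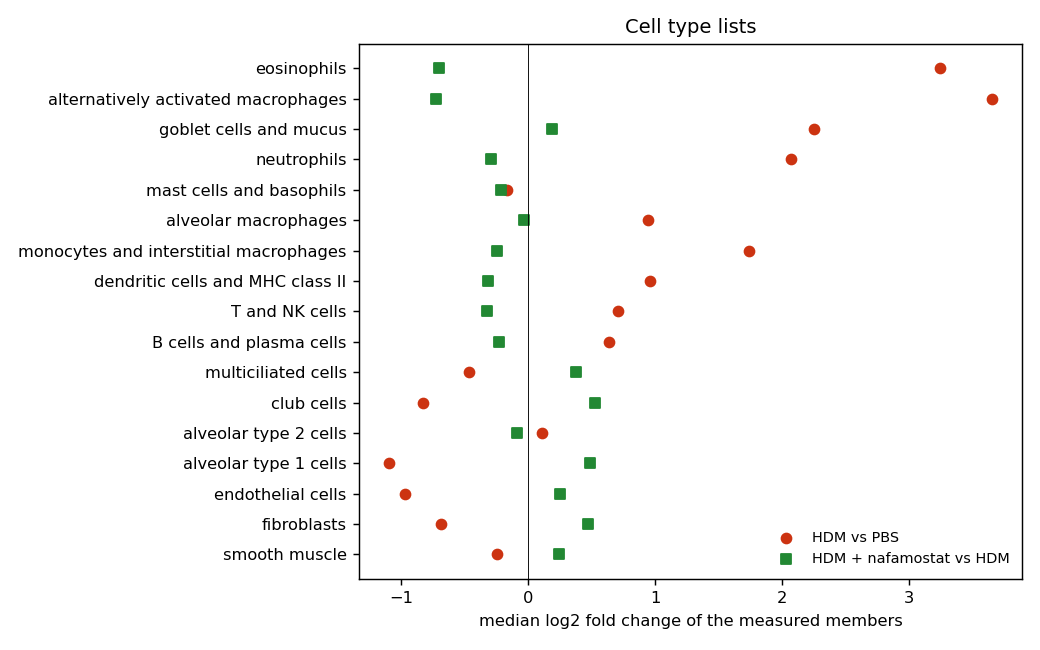
Median log2 fold change of the measured members of each cell type list, for HDM vs PBS (circles) and HDM + nafamostat vs HDM (squares). Eosinophil genes lie at 3.24 and −0.70, and alveolar type 1 genes at −1.09 and 0.49.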

Altogether, these findings highlight the profound effects of HDM sensitization on the lung transcriptome, and also that nafamostat has the capacity to partly block the effects of HDM sensitization on pro-inflammatory gene expression in the lungs.

**Figure 7:**
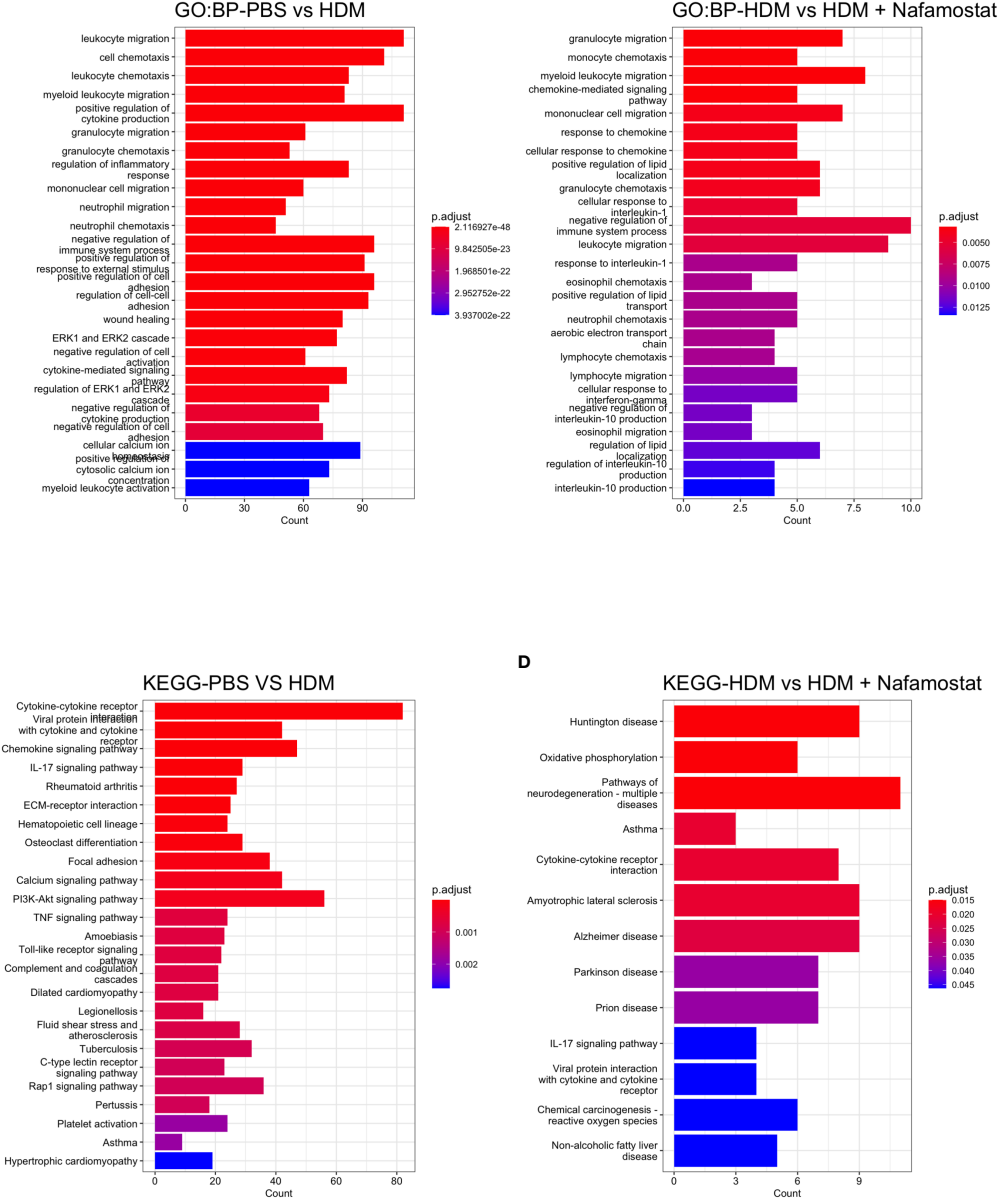
Overview gene enrichment analysis outlining the effect of nafamostat on HDM-induced features of asthma. The top 25 biological process (BP) **(A, B)** and the associated KEGG pathways **(C, D)** of the DEGs between the control- (PBS) vs. HDM and the HDM vs. HDM + nafamostat (20 mg/kg) groups were analysed using the enrichGO and enrichKEGG functions. The output of the analyses was visualized using bar plot function in clusterProfiler. For each plot, the x-axis represents the enriched gene counts and the y-axis represents a significant GO definition/KEGG pathway, respectively. n = 3 – 4 mice per group. HDM, house dust mite.

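Of 50 gene lists, 30 were higher than other genes in HDM-sensitized mice, 14 were lower and 6 did not pass the test by camera. The list with the smallest p was that of alternatively activated macrophages, led by Retnla, and the lists that were lower include alveolar type 1 cells, with Akap5, a kinase anchor protein, at a log2 fold change of −1.54 (standard error 0.15). These lists were not taken from KEGG, so their number cannot be set beside a number of KEGG pathways. With an estimated correlation 19 of the higher and 6 of the lower lists held. The copy of the paper's Table S3 that was read lists 61 pathways with a positive and 39 with a negative enrichment score.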

Further analysis by gene set enrichment analysis on the KEGG pathways revealed that the HDM sensitization induced a positive enrichment of 62 pathways and negative enrichment of 49 pathways. 

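Genes that make or process fatty acid mediators were higher as a list than other genes in lungs of HDM-sensitized mice, and fewer than 50% of them passed the test as higher. Of 43 linoleic and arachidonic acid genes measured, 20 rose and 5 fell (22 and 5 when adjusted over the list alone, adjusted p = 1.72e-05 from camera, adjusted p = 0.0319 with an estimated correlation). Pla2g7, which hydrolyses platelet-activating factor, rose by 2.73 (standard error 0.14) on the log2 scale. Tbxas1, the thromboxane synthase, rose by 2.86 (standard error 0.19), and Cyp4f18, an oxidase of leukotriene B4, by 3.17 (standard error 0.20). Their adjusted p values were 3.12e-09, 4.60e-08 and 3.66e-08 from edgeR's quasi-likelihood test. The paper's Table S3 names the genes at the core of each enriched KEGG pathway. The study chose them on these samples, so that their direction is not independent evidence. Of the 9 core genes of linoleic acid metabolism tested, 4 rose, and of the 5 of alpha-linolenic acid metabolism, 3 did. Pla2g4c, a phospholipase A2, had a log2 fold change of 2.46 (standard error 0.77). Of the core genes of the cytokine-cytokine receptor interaction pathway, 53 of 66 tested rose, with 45 of 50 for chemokine signalling, 24 of 27 for IL-17 signalling and 11 of 14 for asthma. For Toll-like receptor signalling 23 of 31 rose, and for C-type lectin receptor signalling 22 of 25. In the same table, 6 of 58 core genes of olfactory transduction rose here. Counts of olfactory receptors were highest in HDM replicate 3.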

The top positively enriched pathways (activated) that were mapped in response to HDM were: asthma, IL-17 signalling, linolenic acid metabolism, cytokine-cytokine receptor interaction, toll-like receptor signalling, chemokine signalling and c-type lectin receptor signalling (**Figure 8A** and **Supplementary Table 3**). The pathways that were negatively enriched (suppressed) in response to HDM sensitization included: Hippo signalling, Rap1 signalling, circadian entrainment, ECM-receptor interaction and Wnt signalling (**Figure 8A** and **Supplementary Table 3**). Moreover, a total of 46 pathways were positively enriched in HDM-sensitized/nafamostat-treated vs. HDM-sensitized mice, including several categories related to cardiomyopathy, and also including several of those categories that were associated with the HDM sensitization: Hippo signalling pathway, circadian entrainment, ECM-receptor interaction, Rap1 signalling (**Figure 8B** and **Supplementary Table 4**). 

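Genes of Rap1, Hippo and Wnt signalling and of circadian entrainment were lower as groups in lungs of HDM-sensitized mice. Of 77 Rap1 signalling genes measured, 44 fell and 7 rose (48 and 8 when adjusted over the list alone, adjusted p = 3.35e-08 from camera, adjusted p = 0.0562 with an estimated correlation). Tek, the angiopoietin receptor of endothelial cells, fell by 1.40 on the log2 scale (standard error 0.14), while Igf1, insulin-like growth factor 1, rose by 2.57 (standard error 0.21). Of 63 Hippo signalling genes measured, 28 fell and 3 rose (29 and 3 when adjusted over the list alone, adjusted p = 2.69e-06 from camera, adjusted p = 0.0727 with an estimated correlation). Amotl2, an angiomotin that binds YAP, fell from 293 ± 52.9 CPM (n = 4 mice) to 104 ± 16.1 CPM (n = 3). Of 66 Wnt signalling genes measured, 27 fell and 3 rose (32 and 4 when adjusted over the list alone, adjusted p = 3.62e-07 from camera). Wnt10b, a Wnt ligand, fell by 2.12 (standard error 0.24), and Wif1, an inhibitor of Wnt ligands, by 1.42 (standard error 0.17). Of 69 circadian entrainment genes measured, 27 fell and 3 rose (27 and 4 when adjusted over the list alone, adjusted p = 1.08e-05 from camera). Adcy4, an adenylyl cyclase, and Gria1, a glutamate receptor subunit, had log2 fold changes of −1.19 (standard error 0.13) and −1.76 (standard error 0.23). Adjusted p values of these genes from edgeR's quasi-likelihood test were 4.13e-07 for Igf1, 5.71e-06 for Tek, 9.91e-06 for Amotl2 and 5.49e-05 for Gria1. The medians of the 4 lists were −0.56, −0.30, −0.53 and −0.42, in the order above. Core genes named in the paper's Table S3 fell in 54 of 64 cases for Rap1, 41 of 54 for Hippo, 43 of 56 for Wnt, 25 of 49 for circadian entrainment and 29 of 34 for ECM-receptor interaction. These were chosen on the same samples and are not independent evidence.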

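ECM-receptor and Hippo signalling genes were higher as groups in nafamostat-treated mice, with few single genes that passed the test. Of 68 ECM-receptor interaction genes measured, 6 rose and 0 fell (12 and 1 when adjusted over the list alone, adjusted p = 1.54e-05 from camera, adjusted p = 0.301 with an estimated correlation). Itga1 rose by 0.77 (standard error 0.15, adjusted p = 0.0179 from edgeR's quasi-likelihood test) on the log2 scale. The list summed to 8041 CPM in PBS replicate 4 and to 10332 to 10669 CPM in the other PBS libraries. Of 63 Hippo signalling genes measured, 4 rose and 0 fell (5 and 0 when adjusted over the list alone, adjusted p = 5.80e-05 from camera, adjusted p = 0.206 with an estimated correlation). Bmpr2, a receptor of bone morphogenetic proteins, rose by 0.80 (standard error 0.15, adjusted p = 0.0157 from edgeR's quasi-likelihood test), and Fat4, an atypical cadherin, by 0.87 (standard error 0.19, adjusted p = 0.0324 from edgeR's quasi-likelihood test). Of 67 circadian entrainment genes measured, 4 rose and 0 fell (6 and 2 when adjusted over the list alone, adjusted p = 5.80e-05 from camera, adjusted p = 0.187 with an estimated correlation), with Gria1 at a log2 fold change of 1.17 (standard error 0.25, adjusted p = 0.0278 from edgeR's quasi-likelihood test). Of 78 Rap1 signalling genes measured, 3 rose and 1 fell (14 and 2 when adjusted over the list alone, adjusted p = 3.61e-05 from camera, adjusted p = 0.179 with an estimated correlation). Flt1, a receptor of vascular endothelial growth factor, rose by 0.62 (standard error 0.15, adjusted p = 0.0415 from edgeR's quasi-likelihood test). Of 67 Wnt signalling genes measured, 1 rose and 0 fell (3 and 0 when adjusted over the list alone, adjusted p = 6.46e-05 from camera, adjusted p = 0.179 with an estimated correlation).

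Heart muscle genes fell with HDM. With nafamostat the list was higher than other genes by camera, while no single gene passed the test. Neither list call held with an estimated correlation. Of 23 cardiac muscle genes measured, 17 fell and 0 rose (20 and 0 when adjusted over the list alone, adjusted p = 6.25e-08 from camera, adjusted p = 0.247 with an estimated correlation) in HDM against PBS, where the ventricular and atrial myosin Myh6 had 204 ± 62.7 CPM (n = 4 mice) and 63.1 ± 30.1 CPM (n = 3). In HDM + nafamostat against HDM, 0 of 23 passed edgeR's quasi-likelihood test (0 when adjusted over the list alone), with a median log2 fold change of 0.43 (adjusted p = 4.94e-04 from camera, adjusted p = 0.481 with an estimated correlation). The call of the cardiac muscle list was lost without HDM replicate 1 (adjusted p = 0.183 from camera) or nafamostat replicate 1 (adjusted p = 0.104 from camera). The core genes that the paper's Table S4 names for dilated, hypertrophic and arrhythmogenic right ventricular cardiomyopathy are led by integrins and membrane proteins such as Itga1, Dag1 and Cacna2d1. Of 43, 40 and 39 tested, 6 rose in each. These were chosen on the same samples and are not independent evidence. Calls that were lost when 1 library was left out are those of Itga1, Bmpr2, Fat4, Gria1 and Flt1 without HDM replicate 1 or nafamostat replicate 3, of Bmpr2, Fat4, Gria1 and Flt1 without HDM replicate 3, of Fat4, Gria1 and Flt1 without nafamostat replicate 1, and of Flt1 without HDM replicate 2 (adjusted p = 0.0539 to 0.212 from edgeR's quasi-likelihood test).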

Further, 8 pathways were shown to be suppressed by the nafamostat treatment. 

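Of 50 gene lists, 25 were lower with nafamostat than other genes by camera, 14 were higher and 11 did not pass the test. With an estimated correlation 0 held, and the lowest adjusted p was 0.147. With fry, which tests whether the genes of a list move on balance in 1 direction, 19 lists passed. The lists with the smallest p among those that were lower include oxidative phosphorylation, with Ndufa11, a subunit of complex I, at a log2 fold change of −0.76 (standard error 0.13), and the asthma list, with Ear6 of eosinophils. Ndufa11 lost its call without nafamostat replicate 3. The lists are not KEGG pathways, and those of the paper's Table S4 with a negative score number 8.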

Importantly, “asthma” was one of the major pathways that was suppressed by the nafamostat treatment. 

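Eosinophil products led the genes of the asthma list that fell with nafamostat. Of 20 measured, 5 fell, 0 rose and 15 did not pass the test (10 and 0 when adjusted over the list alone). Rnase2a, an eosinophil-associated ribonuclease whose paralogs may share its reads, fell to 592 ± 68.5 CPM (n = 3 mice), a log2 fold change of −1.19 (standard error 0.17, adjusted p = 0.00706 from edgeR's quasi-likelihood test). H2-Ab1, which presents antigen to helper T cells, had 14.9 ± 5.09 CPM with HDM and 3.46 ± 0.693 CPM with HDM and nafamostat (n = 3 each). The list of dendritic cell and MHC class II genes summed to 8210 to 11036 CPM with HDM and to 7354 to 9511 CPM with nafamostat. The amplicon of H2-Ab1, at a low level, thus does not stand for MHC class II as a whole. Il4, the cytokine of T helper 2 cells, had a log2 fold change of −2.16 (standard error 0.78, adjusted p = 0.133 from edgeR's quasi-likelihood test), at 2.44 ± 1.16 and 0.552 ± 0.415 CPM. The median of the list was −0.58 (adjusted p = 2.84e-12 from camera, adjusted p = 0.179 with an estimated correlation). Of the 13 core genes that the paper's Table S4 names for asthma, 3 fell, and these were chosen on the same samples and are not independent evidence. In nafamostat-treated mice the list remained above PBS, with 9 of 17 genes higher and 0 lower (10 and 0 when adjusted over the list alone, adjusted p = 4.55e-19 from camera). Without nafamostat replicate 3 the calls of Rnase2a and H2-Ab1 were lost.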

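Genes of oxidative phosphorylation were lower as a list in nafamostat-treated mice, with few single genes that passed the test. Of 76 oxidative phosphorylation genes measured, 13 fell and 0 rose (33 and 0 when adjusted over the list alone, adjusted p = 2.27e-14 from camera, adjusted p = 0.187 with an estimated correlation). Ndufb8, a subunit of complex I, fell by 1.53 on the log2 scale (standard error 0.22, adjusted p = 0.00706 from edgeR's quasi-likelihood test), and Uqcrh, the hinge protein of complex III, by 1.00 (standard error 0.14, adjusted p = 0.00706 from edgeR's quasi-likelihood test). The mean log2 CPM of the list was 7.03 to 7.16 in the HDM libraries, 6.66 to 6.86 in the nafamostat libraries and 6.47 to 6.92 in the PBS libraries. Of 69 mitochondrial ribosomal protein genes measured, 7 fell and 0 rose (20 and 0 when adjusted over the list alone, adjusted p = 1.25e-12 from camera, adjusted p = 0.179 with an estimated correlation), and Mrps18a fell by 1.36 (standard error 0.24). Of 84 cytosolic ribosomal protein genes, 20 are on the panel and 19 were measured, of which 4 fell and 0 rose (10 and 0 when adjusted over the list alone, adjusted p = 2.46e-08 from camera, adjusted p = 0.188 with an estimated correlation). Rps27l and Rps9 had log2 fold changes of −0.84 (standard error 0.14) and −0.78 (standard error 0.15). The list summed to 21147 CPM in PBS replicate 4 and to 15217 to 15972 CPM in the other PBS libraries. Transcripts of these 3 lists are short, with a median of 1136 nucleotides against 3162 in other genes. Their 164 members had a median log2 fold change of −0.33, and lists of other genes matched on length and expression had one of −0.20.

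Of 44 linoleic and arachidonic acid genes, 7 fell and 1 rose (12 and 3 when adjusted over the list alone, adjusted p = 0.0285 from camera, adjusted p = 0.182 with an estimated correlation). Pla2g2d, a secreted phospholipase A2, fell by 1.26 (standard error 0.30, adjusted p = 0.0405 from edgeR's quasi-likelihood test), and Alox15 by 0.74 (standard error 0.14, adjusted p = 0.0179 from edgeR's quasi-likelihood test). The call of the list of linoleic and arachidonic acid metabolism was lost without HDM replicate 1 (adjusted p = 0.173 from camera) or nafamostat replicate 3 (adjusted p = 0.0730 from camera). Of 57 complement and coagulation genes, 2 fell and 0 rose (2 and 0 when adjusted over the list alone), and the list did not differ from other genes (adjusted p = 0.0671 from camera), but it was lower without HDM replicate 3 (adjusted p = 0.00558 from camera) or nafamostat replicate 2 (adjusted p = 0.00206 from camera). Serpinb2, an inhibitor of plasminogen activators, fell by 1.75 (standard error 0.29) and Serping1, the C1 inhibitor, by 0.93 (standard error 0.20). With HDM, 23 of 56 rose and 5 fell (23 and 5 when adjusted over the list alone, adjusted p = 7.32e-06 from camera). Hepatocytes make many of these proteins, and the liver gene Alb had 50.4, 119 and 16.5 CPM in HDM replicates 1 to 3 and 0.497, 75.6 and 0.414 CPM in nafamostat replicates 1 to 3. Without the liver genes, the complement list was still higher with HDM and still did not differ with nafamostat (adjusted p = 1.96e-05 and 0.161 from camera). Of the core genes that the paper's Table S4 names, 15 of 52 fell for oxidative phosphorylation, 8 of 45 for the ribosome, 12 of 64 for cytokine-cytokine receptor interaction, 2 of 26 for complement and coagulation and 2 of 9 for linoleic acid metabolism. These were chosen on the same samples and are not independent evidence. Leaving out 1 library ended the calls of Ndufb8, Uqcrh, Mrps18a, Rps27l, Rps9, Pla2g2d, Alox15, Serpinb2 and Serping1 without nafamostat replicate 3, of Rps9, Pla2g2d and Alox15 without HDM replicate 1, of Rps9, Pla2g2d and Serping1 without HDM replicate 3, of Pla2g2d and Serping1 without nafamostat replicate 1, and of Pla2g2d without nafamostat replicate 2 (adjusted p = 0.0526 to 0.196 from edgeR's quasi-likelihood test).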

Nafamostat also suppressed several other pathways, including the categories: linolenic acid metabolism, ribosome, oxidative phosphorylation, complement and coagulation cascades and cytokine-cytokine receptor interaction (**Figure 8B** and **Supplementary Table 4**). Hence, these findings provide further support for an ameliorating effect of nafamostat on the pro-inflammatory gene expression patterns that are associated with allergic airway inflammation.

**Figure 8:**
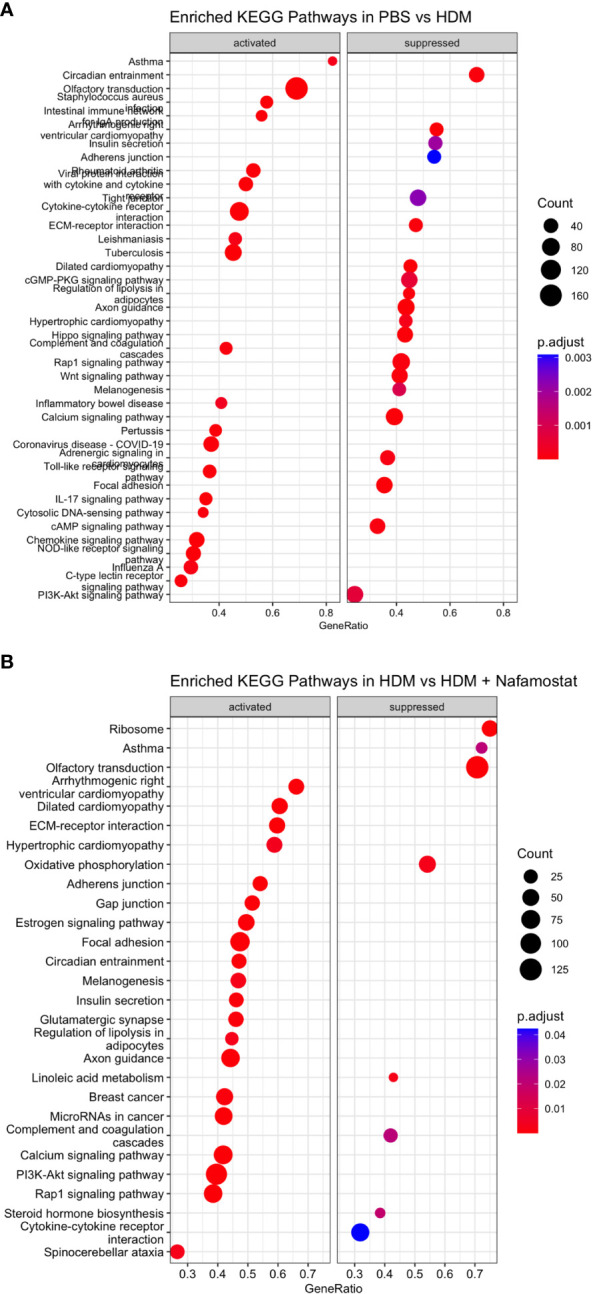
Gene set enrichment analysis revealed significantly enriched top 20 KEGG activated pathways (positive enrichment score) and supressed pathways (negative enrichment score) when comparing the control- (PBS) vs. HDM **(A)** and the HDM vs. HDM + nafamostat (20 mg/kg) **(B)** groups. The output of the analyses was visualized using dot plot function in clusterProfiler, with the y-axis representing the enriched KEGG pathway and the x-axis representing the gene ratio. The enrichment analysis was considered significant if p adjust ≤ 0.05. n = 3 – 4 mice per group. HDM, house dust mite.

To further validate the effects of HDM sensitization and nafamostat on the gene expression patterns in the lung, we performed qPCR analysis. To this end, we focused on genes of particular relevance in asthmatic settings, including genes involved in eosinophil chemotaxis. These assessments thus included an analysis of the expression of Ear2, Ear6, Clec7a, Slc26a4, Fcer1g, CCL8, CCL9 and CCL11. In concordance with the transcriptome analysis, qPCR analysis supported that HDM-sensitized mice display a significant increase in the expression of all these genes in lung, when compared with control mice (**Figures 9**). 

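In the transcriptome, each of the 7 genes that were on the panel rose with HDM: Ear6, Clec7a, Slc26a4, Fcer1g, Ccl8, Ccl9 and Ccl11. Ear2 is not analysed here. Ccl8, which attracts monocytes and eosinophils, rose from 6.69 ± 2.37 CPM (n = 4 mice) to 1180.2 ± 349 CPM (n = 3), a log2 fold change of 7.48 (standard error 0.27, adjusted p = 6.91e-11 from edgeR's quasi-likelihood test). It lies on chromosome 11 from 82115185 to 82116799. Ccl11, eotaxin, rose from 2.53 ± 0.598 to 109.9 ± 9.31 CPM, a log2 fold change of 5.44 (standard error 0.19, adjusted p = 4.30e-11 from edgeR's quasi-likelihood test), and lies on the same chromosome from 82057823 to 82062955. Ccl9, a chemokine of myeloid cells, rose from 65.5 ± 31.4 to 1279.6 ± 163 CPM, a log2 fold change of 4.30 (standard error 0.29, adjusted p = 5.88e-08 from edgeR's quasi-likelihood test). Slc26a4, the anion exchanger pendrin, rose from 1.14 ± 0.532 to 128 ± 21.5 CPM, a log2 fold change of 6.82 (standard error 0.25, adjusted p = 7.30e-11 from edgeR's quasi-likelihood test). It lies on chromosome 12 from 31519827 to 31559969. Fcer1g, the gamma chain of Fc receptors, rose from 115 ± 23.7 to 427 ± 56.9 CPM, a log2 fold change of 1.89 (standard error 0.16, adjusted p = 7.14e-07 from edgeR's quasi-likelihood test). It lies on chromosome 1 from 171229572 to 171234365. Ear6, an eosinophil-associated ribonuclease whose paralogs may share its reads, rose from 29.2 ± 13.9 to 242 ± 47.2 CPM, a log2 fold change of 3.06 (standard error 0.26, adjusted p = 6.12e-07 from edgeR's quasi-likelihood test). It lies on chromosome 14 from 51853699 to 51854643. Adjusted over the list alone, 7 rose as well, and the list as a whole was higher than other genes (adjusted p = 5.91e-46 from camera). The paper chose these genes for their relevance in asthma, and its tables had been read when the list was written, so their count is not independent evidence.

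**Figure D4:**
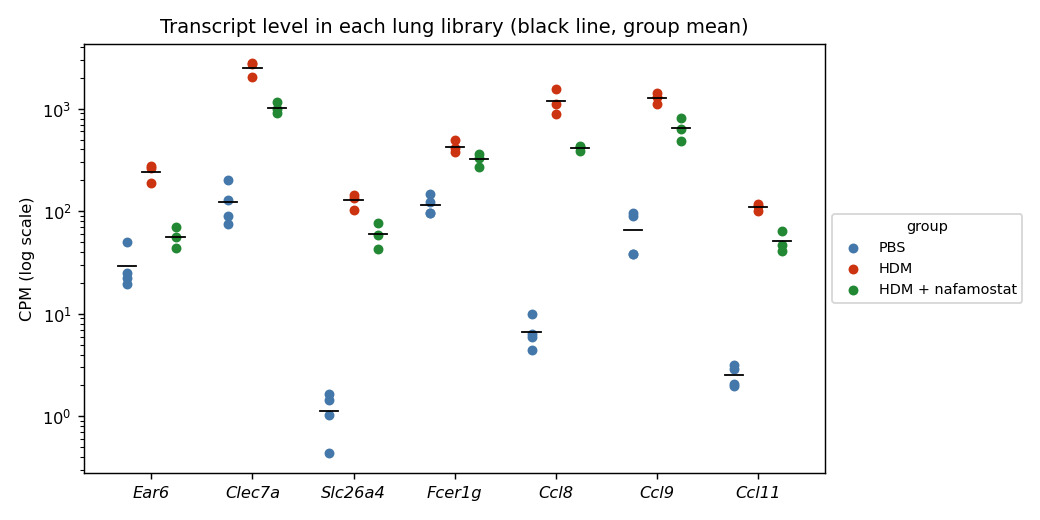
CPM of 7 genes (log scale) in each PBS, HDM and HDM + nafamostat library, with group means as black lines. For each gene all 3 HDM libraries lie above all 4 PBS libraries.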

Further, it was demonstrated that treatment of HDM-sensitized mice with nafamostat caused a significant attenuation of the expression of clec7a (Dectin-1), CCL8, CCL9 and Ear6 (**Figure 9**), and a trend of reduced Slc26a4 and CCL11 expression (**Figure 9**), whereas no effects of nafamostat on Fcerg1 or Ear2 expression were seen.

**Figure 9:**
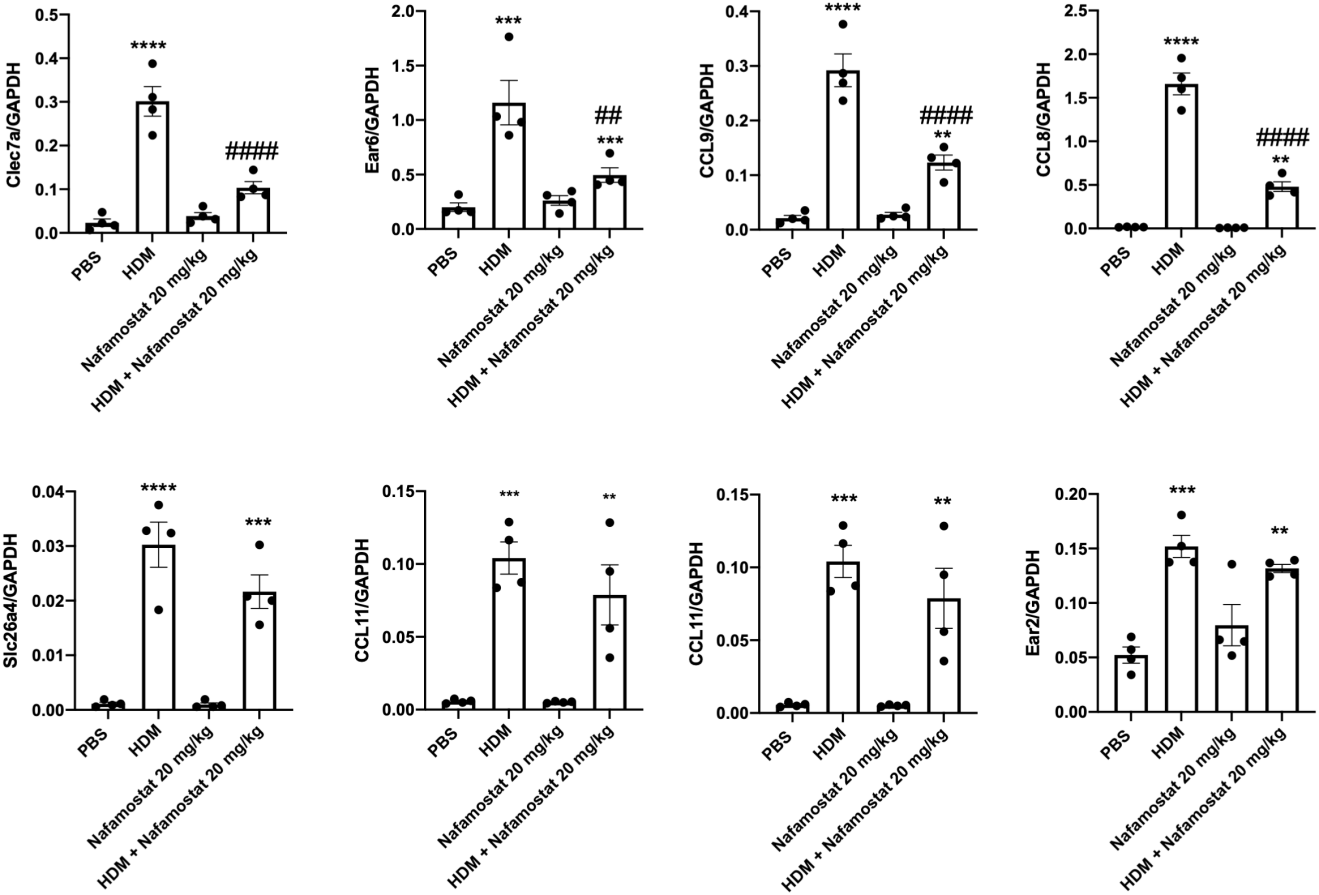
Nafamostat inhibits the expression of Dectin-1/Clec7a and chemokines in lungs of mice subjected to HDM-induced experimental asthma. Differential expression of genes in response to nafamostat was validated by qPCR analysis. The analysis included Dectin-1/Clec7a, Ear6, CCL9, CCL8, Slc26a4, CCL11, Fcer1g and Ear2. Data represent mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001 vs. the control (PBS) group. ^##^ *P* < 0.01, ^###^ *P* < 0.001 and ^####^ *P* < 0.0001 vs. the HDM group. n = 4 mice per group. HDM, house dust mite.

## Discussion

It has been extensively documented by using various experimental models of asthma that HDM exposure triggers airway inflammation associated with increased infiltration into the lungs of various immune cells, including eosinophils, lymphocytes, neutrophils and macrophages, and that this is accompanied by an increase in AHR, goblet cell hyperplasia, smooth muscle thickening and airway remodelling (30–32). In agreement with this, the current study supports that HDM sensitization promotes the development of such cardinal features of asthma. The present study also extends our knowledge of how HDM sensitization promotes the development of allergic airway inflammation, through an extensive transcriptome analysis of the gene expression alterations that occur in response to the allergic sensitization. Notably, the HDM sensitization caused profound alterations in the gene expression patterns of the lung, in particular by affecting pathway related to immunological processes.

Many of the inflammatory cells that are recruited by the HDM exposure have the capacity to secrete large amounts of proteases, and it is also notable that HDM extracts contain several types of proteases (8, 9). Hence, the HDM sensitization can potentially cause an imbalance between proteolytic activity and corresponding mechanisms to block such activities. Indeed, previous studies have suggested that such an imbalance between proteolytic activity and corresponding protease inhibition, executed by various physiological protease inhibitors such as α-1-antitrypsin, is one of the major factors in asthma pathogenesis (21). Hence, a potential strategy to intervene with asthma could be to administer inhibitors to those proteases that are operative in the pathogenesis of asthma, and several studies have previously reported beneficial effects of such inhibitors in asthmatic settings (15). Based on these notions, we here assessed the effects of nafamostat in HDM-induced airway inflammation and show that this protease inhibitor alleviates cardinal features of asthma, including the recruitment of airway inflammatory cells, peribronchial inflammation, AHR, goblet cell hyperplasia and smooth muscle layer thickening. Hence, our study supports the possibility of using nafamostat as a novel treatment regimen in human asthma.

Nafamostat is known as a highly selective inhibitor of mast cell tryptase (23), and our findings thus suggest that suppression of mast cell tryptase activity can account for the ameliorating effect of nafamostat on asthma features in the HDM model. In agreement with this scenario, mast cell tryptase has been extensively linked to the pathology of asthma, both in various animal models and also in severe asthma in humans [reviewed in (6)]. For example, administration of tryptase into lungs of sheep and mice are known to trigger asthma-like symptoms and exposure of human or guinea pig bronchi to tryptase leads to airway contraction (33–36). In further agreement with this, tryptase knockout mice develop less severe AHR than wild-type counterparts in an ovalbumin-based asthma model (37). However, it should be noted that nafamostat, in addition to inhibiting mast cell tryptase, can have effects on multiple other serine proteases, in particular at higher concentrations (23). Hence, we cannot exclude that the effects of nafamostat observed in this study is a result of the combined inhibition of mast cell tryptase and other types of serine proteases.

Regardless of the major protease target for nafamostat in the HDM-sensitization setting, our findings provide extensive insight into the mechanism behind its effects on allergic airway inflammation. One important finding was that nafamostat caused a reduction in the levels of several cytokines in the airway lumen of HDM-sensitized mice, including KC/CXCL1, TARC/CCL17 and MIP-1γ/CCL9. Of these, CXCL1 is involved in neutrophil recruitment (38), TARC/CCL17 promotes Th2 cell recruitment (32), and MIP-1γ/CCL9 has a role in monocyte recruitment and in the release of mediators from activated eosinophils (39–41). The suppression of these cytokines by nafamostat could thus, at least partly, account for its anti-inflammatory impact in the allergic setting. It is notable that several types of cytokines require proteolytic processing to become fully active (32, 42, 43). Hence, nafamostat-sensitive proteases could have a role in such activating proteolysis.

We also noted that nafamostat caused a reduction in the levels of VCAM-1, which has a key role in the recruitment of leukocytes in inflammatory settings (44, 45). The appearance of this compound in the BAL fluid of HDM-sensitized mice suggests that it is released by proteolytic shedding from epithelial cell surfaces, and our findings hence suggest that nafamostat could prevent such shedding by inhibiting proteases that are responsible for this.

An intriguing finding in this study was that HDM-associated airway inflammation is accompanied by an increased expression of Dectin-1/Clec7a, implying that signalling downstream of this receptor may contribute to the inflammatory response in this setting. In agreement with such a scenario, it was previously reported that HDM-induced airway inflammation was associated with increased populations of CD11b^+^ dendritic cells in mesenteric lymph nodes, and that this effect was blunted in Dectin-1-deficient (Clec7a^−/−^) mice (46). 

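Clec7a, the receptor for beta-glucans also called Dectin-1, lies on chromosome 6 from 129461591 to 129472779. It had 124 ± 57.3 CPM (n = 4 mice) in lungs of PBS mice, 2508 ± 409 CPM (n = 3) in HDM-sensitized mice and 1021 ± 125 CPM (n = 3) in mice given HDM and nafamostat. Its log2 fold change with HDM was 4.34 (standard error 0.28, adjusted p = 3.54e-08 from edgeR's quasi-likelihood test). With nafamostat it was −1.31 (standard error 0.16, adjusted p = 0.00343 from edgeR's quasi-likelihood test), and the call held without each single library. Compared with PBS, nafamostat-treated mice had a log2 fold change of 3.05 (standard error 0.25, adjusted p = 1.62e-07 from edgeR's quasi-likelihood test), so that 29.7% of the log2 change was undone. Of the 7 genes of the paper's qPCR that are on the panel, 6 fell with nafamostat (7 when adjusted over the list alone, adjusted p = 1.62e-21 from camera, adjusted p = 0.147 with an estimated correlation). The paper's tables had been read when the list was written, so this is not independent evidence. Ear6, a ribonuclease of eosinophils whose paralogs may share its reads, fell by 2.12 on the log2 scale (standard error 0.19, adjusted p = 4.16e-04 from edgeR's quasi-likelihood test). Ccl8 fell by 1.54 (standard error 0.19, adjusted p = 0.00343 from edgeR's quasi-likelihood test). Ccl11, Slc26a4 and Ccl9 had log2 fold changes of −1.13 (standard error 0.17), −1.11 (standard error 0.20) and −1.01 (standard error 0.18), which were called, and the calls were lost without nafamostat replicate 3. Fcer1g had one of −0.42 (standard error 0.15, adjusted p = 0.118 from edgeR's quasi-likelihood test) and did not pass.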

Notably, nafamostat caused a profound inhibition of the expression of Dectin-1/Clec7a, as judged both by the global transcriptomic analysis and by qPCR analysis, and it is thus conceivable that the anti-inflammatory effect of nafamostat may be related to its effects on Dectin-1/Clec7a expression. However, further studies are required to identify the exact mechanism by which nafamostat inhibits Dectin-1/Clec7a expression.

Further insight into the effect of nafamostat on HDM-associated airway inflammation came from an unbiased transcriptomics analysis. As expected, this revealed that the HDM sensitization caused extensive upregulation of a large number of genes coding for pro-inflammatory factors, including numerous genes related to leukocyte migration/chemotaxis, cytokine production and regulation of inflammatory responses. Importantly, as judged by pathway analysis, “asthma” represented the top upregulated gene category in HDM-sensitized vs. control animals, hence verifying that the adopted protocol produced an asthma-like condition. Hence, our findings provide an extensive insight into the effects of HDM sensitization on gene expression patterns in the lung. Considering that nafamostat ameliorates several hallmark features related to asthma (airway hyperresponsiveness, eosinophil recruitment, SMC thickness) it would be expected that genes related to such parameters were repressed by the inhibitor. Indeed, we noted that nafamostat caused suppression of corresponding gene categories, with one of the top repressed gene categories being “asthma”. Hence the transcriptomics analysis provides further support for a beneficial impact of nafamostat on allergic airway inflammation.

Overall, our findings are largely consistent with previous studies in which the effect of nafamostat has been assessed in various models of asthma (27–29). However, previous studies on this topic have only provided limited insight into the mechanism of action for nafamostat in such settings. Specifically, in the study by Ishizaki et al. (28), asthma-like conditions were induced by sensitization with ovalbumin, whereas the present study and the studies by Lin et al. and. Chen et al. (27, 29) utilized antigens from house dust mite, the latter representing a physiologically more relevant model for asthma than sensitization with ovalbumin. Further, whereas the effects of nafamostat on tissue inflammation and smooth muscle thickness was evaluated in the present study, these parameters were not assessed in the studies by Lin et al. and. Chen et al. (27, 29). Finally, this study, for the first time, evaluated global effects of nafamostat on gene expression patterns and cytokine output through unbiased approaches (transcriptomics, cytokine arrays) whereas the studies by Lin et al. and. Chen et al. focused on selected genes and cytokines (27, 29). Altogether, the present study has thus led to a deeper understanding of how nafamostat inhibition affects hallmark events associated with asthma, and has also provided extensive knowledge of how nafamostat affects the gene expression patterns during allergic airway inflammation induced by HDM sensitization. Notably though, further work will be required to identify the exact proteolytic target(s) for nafamostat-sensitive proteases in the allergic airway inflammation setting. We foresee that, based on this study, nafamostat may be further considered as a potential therapeutic agent in the treatment of human asthma.

## Materials and methods

### Animals

Female BALB/c mice (8 – 9 weeks of age) were purchased from Taconic Biosciences (Lille Skensved, Denmark). All procedures were performed at the Swedish University of Agricultural Sciences animal facility under protocols compliant with the EU Directive 2010/63/EU for animal experiments and approved by the local ethical committee (Uppsala djurförsöksetiska nämnd; Dnr 5.8.18-12873/2019). Mice were acclimatized for one week in the experimental room prior to the start of the experiment. Mice were lightly anaesthetized with isoflurane using a portable isoflurane vaporizer. Anaesthetized mice were instilled with 10 μg of house dust mite (HDM) extract reconstituted in 30 μl PBS (*Dermatophagoides pteronyssinus*, CiteQ BV, Groningen, Netherlands) intranasally twice a week for three weeks. Control mice received 30 μl PBS *via* the intranasal route. To investigate the efficacy of nafamostat on asthmatic features, nafamostat (20 mg/kg) (Sigma-Aldrich, St Louis, MO) or vehicle (3% acetic acid in PBS) were administered thirty minutes before each PBS and/or HDM instillation *via* the intraperitoneal route. A total of 48 mice were used in two individual experiments and the mice were allocated to the following experimental groups: PBS (n = 8), HDM (n = 9), HDM + vehicle (n = 9), nafamostat (20 mg/kg) (n = 8) and HDM + nafamostat (20 mg/kg) (n= 9).

### Measurement of airway hyperreactivity

Twenty-four hours after the last HDM instillation, airway hyperreactivity (AHR) was measured using a Buxco small ventilator (Buxco^®^ FinePointe Resistance and Compliance, Winchester, UK). Mice were anaesthetized with pentobarbital sodium (50 mg/kg; Sigma-Aldrich), and a tracheostomy was performed to insert a 20-gauge needle. Mice were kept under ventilation at 160 breaths/minute with a tidal volume of 0.25 mL. Mice were acclimatized to the ventilator before measuring the baseline. Lung resistance (R_L_) and dynamic compliance (C_dyn_) were measured using a dose-response curve for methacholine by administering increasing doses of nebulized methacholine (0 – 50 mg/mL; Sigma-Aldrich).

### Blood and bronchoalveolar lavage collection and analysis

Immediately after measuring lung function parameters, blood was collected and centrifuged at 2300 x g for 15 minutes at 4°C and serum was separated to measure HDM-specific IgE using ELISA (Chondrex, Woodinville, WA) following the manufacturer’s instructions. For bronchoalveolar lavage (BAL), the cannulated lungs were lavaged twice with 0.5 mL of sterile Hanks Balanced Salt Solution (HBSS). The collected BAL fluid was centrifuged at 600 x g for 10 min at 4°C. Supernatants were collected for analysis of cytokines and chemokines, while the cell pellet was resuspended in 1 mL sterile HBSS for enumeration of total and differential cell counts. For total cell counts, a hemocytometer was used. For differential leukocyte counts, cytospins were performed by spinning 100 µl cell suspensions onto glass slides at 26 x g for 5 min using a cytospin centrifuge. Cells were stained with May Grünwald/Giemsa, and a minimum of 200 cells per slide cells were counted. Cytokines levels in the BAL fluid were measured using the C3 Mouse Cytokine Array (RayBiotech, Norcross, GO) according to the manufacturer’s instructions by pooling the individual samples within the group. Signal pixel density assessment was conducted by using the ImageJ software (https://imagej.nih.gov/ij/).

### Lung histology

After BAL fluid collection, the right lung lobes were ligated, dissected and snap-frozen in liquid nitrogen and stored at -80°C for gene and protein analysis. The left lung lobes were inflated with 0.5 mL buffered formalin *via* the trachea cannula and trachea were sealed and fixed in buffered formalin. Formalin-fixed lobes were embedded in paraffin and 6 μm sections were prepared using a microtome. Sections were dewaxed and dehydrated by treatment with xylene, followed by a series of graded alcohol. Dewaxed lung sections were stained with haematoxylin and eosin (H&E) (30). Airway tissue inflammation was quantified by scoring the inflammatory cell infiltrate surrounding the airway using a semi-quantified score method ranging from 0-4 (0: no inflammatory cell infiltrates around the airway, 1: low-level cell infiltrates around part of the airway, 2: moderate cell infiltrates around part of or entire airway, 3: significant inflammatory cell infiltrate around part of or entire airway, 4: airway surrounded by inflammatory cell infiltrates). To study eosinophil infiltration, lung sections were stained with the chromotrope 2R (47). Bright red nuclei-stained cells around the airways were counted with a Nikon Microphot-FXA microscope using a 40 x objective lens and the Eclipse Net software.

To determine goblet cell hyperplasia and mucus production, airway sections were stained with periodic acid-Schiff’s (PAS). The number of goblet cells per μm of the airway epithelial layer was counted using a Nikon Microphot-FXA microscope with a 40 x objective lens and the Eclipse Net software (version 1.20, Developed by Laboratory Imaging, Prague, Czech Republic). The smooth muscle layer thickness around the airways was measured on the PAS-stained sections by measuring the thickness of every 30 μm basement membrane around the airways with a Nikon Microphot-FXA microscope and the Eclipse Net software; the average thickness was calculated. All quantitative histological assessments were performed and quantified by trained investigators in a blinded manner.

### Transcriptomic analysis

Snap-frozen upper portions of the left lung lobes from separate experiments were grounded in liquid nitrogen, and RNA was extracted using the Qiagen RNeasy^®^ plus mini kit (Hilden, Germany) following the manufacturer’s instructions. cDNA libraries were created and amplified using the Ion AmpliSeq™ Transcriptome Mouse Gene Expression Kit (Life Technologies, Carlsbad, CA) following the protocol of the manufacturer; the sequencing was performed on an Ion S5™ XL Sequencer (Thermo Fisher Scientific, Waltham, MA). Generated data had read lengths with an average of 98-110 bp and high mapping (95% of aligned bases). Normalized expression values generated by the Torrent Suite™ Software (version 5.10.1) were used for downstream differential gene expression analyses. The differential gene expression analysis was performed using the R package DESeq2 and genes with a log2FC ≥ 1 and an FDR-adjusted p-value <0.05 were considered as differentially expressed genes. To perform the gene enrichment analysis, we used the clusterProfiler package on the R program; the gene ontology with the biological process (BP) and KEGG pathway analyses were performed using the enrichGO and enrichKEGG functions in the clusterProfiler package (48). Functional enrichment analysis was performed using the Gene set enrichment analysis (GSEA) and the enrichment terms were considered significant with adjusted p < 0.05.

### Quantitative RT-PCR analysis

Quantitative RT-PCR (qPCR) analysis was used for further validation of the expression of selected genes. RNA concentration and purity was measured using a NanoDrop device (ND-1000; Nano Drop Technologies, Wilmington, Delaware). cDNA was prepared using 1 µg of total RNA and the iScript cDNA synthesis kit (Bio-Rad, Hercules, CA) following the manufacturer’s instructions. Validated primers for selected genes were purchased from BioRad (Hercules, CA) and qPCR analysis was performed on a C1000 Touch Thermal Cycler instrument (Bio-Rad, Hercules, CA) using the iTaq Universal SYBR Green Supermix (Bio-Rad). Each sample was run in duplicates and qPCR data analysis was performed using the Bio-Rad CFX Maestro program. Gene expression levels were normalized to glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and the levels of gene expression were quantified using the 2^−ΔCT^ method

### Statistical analyses

Data are presented as mean values ± SEM, as analysed using GraphPad Prism 8.0. Two-way ANOVA statistical analysis was conducted to compare the *in vivo* lung function measurements between the experimental groups in response to the methacholine dose-response curve using the Bonferroni *post-hoc* analysis. For the rest of the experimental endpoints, one-way ANOVA was performed for statistical comparison between the treatment groups using Tukey *post-hoc* multi-comparison analysis. Differences between the experimental groups were regarded statistically significant when the p-value reached <0.05.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE223629 (GEO).

## Ethics statement

The animal study was reviewed and approved by Uppsala Djurförsöksetiska nämnd, Uppsala tingsrätt, Box 1113, 751 41 Uppsala, Sweden.

## Author contributions

VA designed and performed most of the experimental work, interpreted data and wrote the manuscript. IW contributed to the design of the study, and interpreted data. ST performed experimental work. SA contributed to the experimental work. SW contributed to the design of the study, interpreted data and contributed to the writing of the manuscript. GP conceived of the study, contributed to the design of the study, interpreted data and wrote the manuscript.All authors contributed to the article and approved the submitted version.

## References

[1] HolgateSTDaviesDEPowellRMHowarthPHHaitchiHMHollowayJW. Local genetic and environmental factors in asthma disease pathogenesis: chronicity and persistence mechanisms. Eur Respir J (2007) 29(4):793. doi: 10.1183/09031936.00087506 17400878

[2] KimHYDeKruyffRHUmetsuDT. The many paths to asthma: phenotype shaped by innate and adaptive immunity. Nat Immunol (2010) 11(7):577–84. doi: 10.1038/ni.1892 PMC311459520562844

[3] AllamVChellappanDKJhaNKShastriMDGuptaGShuklaSD. Treatment of chronic airway diseases using nutraceuticals: mechanistic insight. Crit Rev Food Sci Nutr (2022) 62(27):7576–90. doi: 10.1080/10408398.2021.1915744 33977840

[4] AllamVPaudelKRGuptaGSinghSKVishwasSGulatiM. Nutraceuticals and mitochondrial oxidative stress: bridging the gap in the management of bronchial asthma. Environ Sci pollut Res Int (2022) 29(42):62733–54. doi: 10.1007/s11356-022-21454-w PMC947793635796922

[5] CosmiLLiottaFMaggiERomagnaniSAnnunziatoF. Th17 cells: new players in asthma pathogenesis. Allergy (2011) 66(8):989–98. doi: 10.1111/j.1398-9995.2011.02576.x 21375540

[6] PejlerG. The emerging role of mast cell proteases in asthma. Eur Respir J (2019) 54(4):1900685. doi: 10.1183/13993003.00685-2019 31371445

[7] OssovskayaVSBunnettNW. Protease-activated receptors: contribution to physiology and disease. Physiol Rev (2004) 84(2):579–621. doi: 10.1152/physrev.00028.2003 15044683

[8] RandallTALondonREFitzgeraldMCMuellerGA. Proteases of dermatophagoides pteronyssinus. Int J Mol Sci (2017) 18(6):1204. doi: 10.3390/ijms18061204 28587273PMC5486027

[9] DebRShakibFReidKClarkH. Major house dust mite allergens dermatophagoides pteronyssinus 1 and dermatophagoides farinae 1 degrade and inactivate lung surfactant proteins a and d*. J Biol Chem (2007) 282(51):36808–19. doi: 10.1074/jbc.M702336200 17848554

[10] GeorasSNRezaeeF. Epithelial barrier function: at the front line of asthma immunology and allergic airway inflammation. J Allergy Clin Immunol (2014) 134(3):509–20. doi: 10.1016/j.jaci.2014.05.049 PMC417083825085341

[11] HeijinkIHKuchibhotlaVNSRoffelMPMaesTKnightDASayersI. Epithelial cell dysfunction, a major driver of asthma development. Allergy (2020) 75(8):1902–17. doi: 10.1111/all.14421 PMC749635132460363

[12] TrapaniJA. Granzymes: a family of lymphocyte granule serine proteases. Genome Biol (2001) 2(12):REVIEWS3014. doi: 10.1186/gb-2001-2-12-reviews3014 11790262PMC138995

[13] MenouADuitmanJFlajoletPSallenaveJMMailleuxAACrestaniB. Human airway trypsin-like protease, a serine protease involved in respiratory diseases. Am J Physiol Lung Cell Mol Physiol (2017) 312(5):L657–68. doi: 10.1152/ajplung.00509.2016 28235951

[14] PhamCT. Neutrophil serine proteases fine-tune the inflammatory response. Int J Biochem Cell Biol (2008) 40(6-7):1317–33. doi: 10.1016/j.biocel.2007.11.008 PMC244079618180196

[15] GuayCLavioletteMTremblayGM. Targeting serine proteases in asthma. Curr Top Med Chem (2006) 6(4):393–402. doi: 10.2174/156802606776287054 16611150

[16] FingletonB. Matrix metalloproteinases as regulators of inflammatory processes. Biochim Biophys Acta Mol Cell Res (2017) 1864(11 Pt A):2036–42. doi: 10.1016/j.bbamcr.2017.05.010 28502592

[17] GandhiVDShrestha PalikheNVliagoftisH. Protease-activated receptor-2: role in asthma pathogenesis and utility as a biomarker of disease severity. Front Med (Lausanne) (2022) 9:954990. doi: 10.3389/fmed.2022.954990 35966869PMC9372307

[18] TakaiTKatoTHatanakaHInuiKNakazawaTIchikawaS. Modulation of allergenicity of major house dust mite allergens der f 1 and der p 1 by interaction with an endogenous ligand. J Immunol (2009) 183(12):7958–65. doi: 10.4049/jimmunol.0713276 19933866

[19] KouzakiHMatsumotoKKikuokaHKatoTTojimaIShimizuS. Endogenous protease inhibitors in airway epithelial cells contribute to eosinophilic chronic rhinosinusitis. Am J Respir Crit Care Med (2017) 195(6):737–47. doi: 10.1164/rccm.201603-0529OC PMC580366927779422

[20] Biagini MyersJMMartinLJKovacicMBMershaTBHeHPilipenkoV. Epistasis between serine protease inhibitor kazal-type 5 (SPINK5) and thymic stromal lymphopoietin (TSLP) genes contributes to childhood asthma. J Allergy Clin Immunol (2014) 134(4):891–899.e3. doi: 10.1016/j.jaci.2014.03.037 24831437PMC4186896

[21] PfefferPECorriganCJ. An imbalance between proteases and endogenous protease inhibitors in eosinophilic airway disease. Am J Respir Crit Care Med (2017) 195(6):707–8. doi: 10.1164/rccm.201610-2020ED 28294660

[22] WalshDEGreeneCMCarrollTPTaggartCCGallagherPMO'NeillSJ. Interleukin-8 up-regulation by neutrophil elastase is mediated by MyD88/IRAK/TRAF-6 in human bronchial epithelium. J Biol Chem (2001) 276(38):35494–9. doi: 10.1074/jbc.M103543200 11461907

[23] MoriSItohYShinohataRSendoTOishiRNishiboriM. Nafamostat mesilate is an extremely potent inhibitor of human tryptase. J Pharmacol Sci (2003) 92(4):420–3. doi: 10.1254/jphs.92.420 12939527

[24] ParkKTKangDHChoiCWChoMParkSBKimHW. Is high-dose nafamostat mesilate effective for the prevention of post-ERCP pancreatitis, especially in high-risk patients? Pancreas (2011) 40(8):1215–9. doi: 10.1097/MPA.0b013e31822116d5 21775918

[25] YatesAGWeglinskiCMYingYDunstanIKStrekalovaTAnthonyDC. Nafamostat reduces systemic inflammation in TLR7-mediated virus-like illness. J Neuroinflamm (2022) 19(1):8. doi: 10.1186/s12974-021-02357-y PMC873454434991643

[26] NiemeyerBFMillerCMLedesma-FelicianoCMorrisonJHJimenez-ValdesRCliftonC. Broad antiviral and anti-inflammatory efficacy of nafamostat against SARS-CoV-2 and seasonal coronaviruses in primary human bronchiolar epithelia. Nano Select (2022) 3(2):437–49. doi: 10.1002/nano.202100123 PMC844181534541574

[27] ChenC-LWangS-DZengZ-YLinK-JKaoS-TTaniT. Serine protease inhibitors nafamostat mesilate and gabexate mesilate attenuate allergen-induced airway inflammation and eosinophilia in a murine model of asthma. J Allergy Clin Immunol (2006) 118(1):105–12. doi: 10.1016/j.jaci.2006.02.047 16815145

[28] IshizakiMTanakaHKajiwaraDToyoharaTWakaharaKInagakiN. Nafamostat mesilate, a potent serine protease inhibitor, inhibits airway eosinophilic inflammation and airway epithelial remodeling in a murine model of allergic asthma. J Pharmacol Sci (2008) 108(3):355–63. doi: 10.1254/jphs.08162fp 19008643

[29] LinCCLinLJWangSDChiangCJChaoYPLinJ. The effect of serine protease inhibitors on airway inflammation in a chronic allergen-induced asthma mouse model. Mediators Inflammation (2014) 2014:879326. doi: 10.1155/2014/879326 PMC414228425180025

[30] WaernIJonassonSHjobergJBuchtAÅbrinkMPejlerG. Mouse mast cell protease 4 is the major chymase in murine airways and has a protective role in allergic airway inflammation. J Immunol (2009) 183(10):6369. doi: 10.4049/jimmunol.0900180 19841188

[31] WaernILundequistAPejlerGWernerssonS. Mast cell chymase modulates IL-33 levels and controls allergic sensitization in dust-mite induced airway inflammation. Mucosal Immunol (2013) 6(5):911–20. doi: 10.1038/mi.2012.129 23235745

[32] MalaviyaRZhouZRaymondHWertheimerJJonesBBuntingR. Repeated exposure of house dust mite induces progressive airway inflammation in mice: differential roles of CCL17 and IL-13. Pharmacol Res Perspect (2021) 9(3):e00770. doi: 10.1002/prp2.770 33929099PMC8085917

[33] MolinariJFScuriMMooreWRClarkJTanakaRAbrahamWM. Inhaled tryptase causes bronchoconstriction in sheep via histamine release. Am J Respir Crit Care Med (1996) 154(3 Pt 1):649–53. doi: 10.1164/ajrccm.154.3.8810600 8810600

[34] BarriosVEMiddletonSCKashemMAHavillAMToombsCFWrightCD. Tryptase mediates hyperresponsiveness in isolated guinea pig bronchi. Life Sci (1998) 63(26):2295–303. doi: 10.1016/s0006-2952(03)00292-2 9877219

[35] BergerPComptonSJMolimardMWallsAFN'GuyenCMarthanR. Mast cell tryptase as a mediator of hyperresponsiveness in human isolated bronchi. Clin Exp Allergy (1999) 29(6):804–12. doi: 10.1046/j.1365-2222.1999.00580.x 10336598

[36] WongGWFosterPSYasudaSQiJCMahalingamSMellorEA. Biochemical and functional characterization of human transmembrane tryptase (TMT)/tryptase gamma. TMT is an exocytosed mast cell protease that induces airway hyperresponsiveness *in vivo via* an interleukin-13/interleukin-4 receptor alpha/signal transducer and activator of transcription (STAT) 6-dependent pathway. J Biol Chem (2002) 277(44):41906–15. doi: 10.1074/jbc.M205868200 12194977

[37] CuiYDahlinJSFeinsteinRBankovaLGXingWShinK. Mouse mast cell protease-6 and MHC are involved in the development of experimental asthma. J Immunol (2014) 193(10):4783–9. doi: 10.4049/jimmunol.1302947 PMC422517425320274

[38] RutledgeHAylorDLCarpenterDEPeckBCChinesPOstrowskiLE. Genetic regulation of Zfp30, CXCL1, and neutrophilic inflammation in murine lung. Genetics (2014) 198(2):735–45. doi: 10.1534/genetics.114.168138 PMC419662425114278

[39] RoseCEJr.LanniganJAKimPLeeJJFuSMSungSS. Murine lung eosinophil activation and chemokine production in allergic airway inflammation. Cell Mol Immunol (2010) 7(5):361–74. doi: 10.1038/cmi.2010.31 PMC304504520622891

[40] Le Floc’hAAllinneJNagashimaKScottGBirchardDAsratS. Dual blockade of IL-4 and IL-13 with dupilumab, an IL-4Rα antibody, is required to broadly inhibit type 2 inflammation. Allergy (2020) 75(5):1188–204. doi: 10.1111/all.14151 PMC731795831838750

[41] BranchettWJCookJOliverRABrunoNWalkerSAStöltingH. Airway macrophage-intrinsic TGF-β1 regulates pulmonary immunity during early-life allergen exposure. J Allergy Clin Immunol (2021) 147(5):1892–906. doi: 10.1016/j.jaci.2021.01.026 PMC809886233571538

[42] WooLNGuoWYWangXYoungASalehiSHinA. A 4-week model of house dust mite (HDM) induced allergic airways inflammation with airway remodeling. Sci Rep (2018) 8(1):6925. doi: 10.1038/s41598-018-24574-x 29720689PMC5932037

[43] BerahovichRDMiaoZWangYPremackBHowardMCSchallTJ. Proteolytic activation of alternative CCR1 ligands in inflammation. J Immunol (2005) 174(11):7341. doi: 10.4049/jimmunol.174.11.7341 15905581

[44] LeeJHSohnJHRyuSYHongCSMoonKDParkJW. A novel human anti-VCAM-1 monoclonal antibody ameliorates airway inflammation and remodelling. J Cell Mol Med (2013) 17(10):1271–81. doi: 10.1111/jcmm.12102 PMC415901923855490

[45] FiscusLCVan HerpenJSteeberDATedderTFTangML. L-selectin is required for the development of airway hyperresponsiveness but not airway inflammation in a murine model of asthma. J Allergy Clin Immunol (2001) 107(6):1019–24. doi: 10.1067/mai.2001.114703 11398079

[46] ItoTHiroseKNorimotoATamachiTYokotaMSakuA. Dectin-1 plays an important role in house dust mite-induced allergic airway inflammation through the activation of CD11b+ dendritic cells. J Immunol (2017) 198(1):61–70. doi: 10.4049/jimmunol.1502393 27852745

[47] LynchJPWerderRBSimpsonJLohZZhangVHaqueA. Aeroallergen-induced IL-33 predisposes to respiratory virus–induced asthma by dampening antiviral immunity. J Allergy Clin Immunol (2016) 138(5):1326–37. doi: 10.1016/j.jaci.2016.02.039 27236500

[48] WuTHuEXuSChenMGuoPDaiZ. clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. Innovation (2021) 2(3):100141. doi: 10.1016/j.xinn.2021.100141 34557778PMC8454663

# Supplementary material for: Nafamostat has anti-asthmatic effects associated with suppressed pro-inflammatory gene expression, eosinophil infiltration and airway hyperreactivity
**Source:** Front Immunol. 2023 Apr 21;14:1136780. doi: 10.3389/fimmu.2023.1136780
**Supplement:** Supplementary file 1

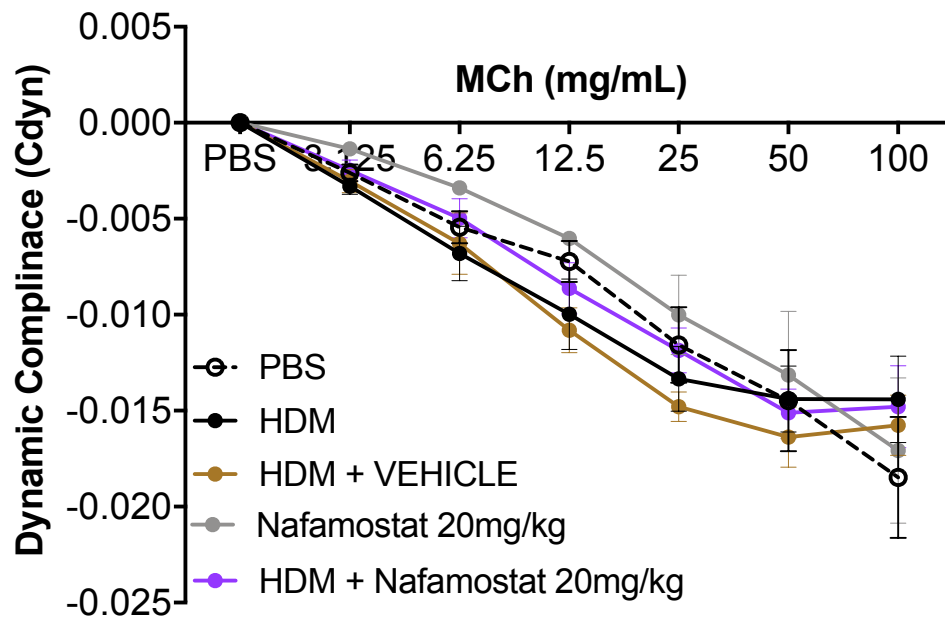

Supplementary Figure 1. House dust mite extract did not alter dynamic compliance (Cdyn). Mice received either PBS or HDM twice a week for 6 weeks. Mice were treated with vehicle or with Nafamostat (20 mg/kg) 30 min prior to each HDM instillation. Control mice were treated with PBS only. Dynamic Compliance (Cdyn) was measured using Buxco FinePointe series instrument. N = 4 – 5 mice per group. HDM = house dust mite.

How the deposited data were processed for this re-analysis (not part of the article)

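Lung RNA of 10 female BALB/c mice was measured, 4 given PBS, 3 given HDM and 3 given HDM and nafamostat, with 1 library per mouse. RNA of the upper part of the left lobe was amplified with the Ion AmpliSeq Transcriptome Mouse panel, which reads 1 amplicon per gene, and was sequenced on an Ion S5 XL, according to the methods. As deposited by the authors, the files hold raw read counts per amplicon that were not normalized, and their notes name the genome build mm10. The methods name normalized values from the Torrent Suite, and the settings of its aligner and counter are not stated. That the values are raw counts was checked on the files: they are whole numbers whose totals differ between libraries, 5901279 to 9666354. Of 23930 targets, 27 symbols had been changed by a spreadsheet and were read back from the amplicon name. Gene positions, transcript lengths and exon numbers come from GENCODE on GRCm38, the same assembly as mm10.

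Samples were grouped by the condition in their labels. Each pair of groups was compared on its own libraries with edgeR 4.0.16 (R 4.3.3), after a filter of at least 30 counts summed over the libraries of the comparison. Counts were scaled by TMM, dispersions were estimated, and the quasi-likelihood F test was adjusted by Benjamini-Hochberg over the genes of the comparison. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold. A gene that had risen with HDM and fallen with nafamostat was taken as within 2-fold of PBS when the 95% confidence interval of its log2 fold change from PBS lay between −1 and 1. The 50 gene lists were written before the data were examined, from general knowledge of cell types and pathways, and were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with the adjusted p over the 50 lists. Lists that hold genes the paper names or chose are not independent evidence. Principal components were computed on log2 CPM with a prior count of 2, for the 500 genes that varied most.

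Genes are named by a rule written before the data were examined: every gene the paper names for these data, and per comparison the 8 called genes with the smallest p that rose and the 6 that fell, at a mean of at least 10 CPM in the higher group and with no overlap between libraries. For each list up to 4 members with the smallest p are eligible, and for lists of other tissues any member. Scgb1a1, Arpc1b, Dbi, Rnf7, Fbp1, Pla2g4c and Cacna2d1, and the nafamostat changes of Mmp12, Arg1, Lcn2, Muc5ac and Ccr1, were named after their values were seen. The paper's tables had been read when the rule and the lists were written.

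Library totals and the number of targets with counts stand with the groups at the start of the results. The 10 genes with the most counts took 12.1% to 16.1% of each library. No 2 libraries held the same values, and between replicates the chi-square per gene was 7.77 to 23.2, so that differences between libraries exceed counting error at these depths. With 1 library per mouse, differences between mice cannot be told apart from those of sampling and library preparation. The code was tested on simulated data with the means, dispersions and library totals of these groups. The quasi-likelihood test found 81% of genes changed 3-fold and 88% of those changed 6-fold for HDM against PBS, with 2 false calls among 14283 genes. The values were 84.5%, 89% and 5 of 14153 for HDM + nafamostat against HDM, and 84.8%, 99% and 6 of 13925 for HDM + nafamostat against PBS. camera found the changed list in each comparison. To show what no change by nafamostat would give, 20 sets of 10 libraries were drawn with 1 mean per gene for the HDM and HDM + nafamostat groups and the dispersions of the fits. Each gene was drawn on its own, so changes that many genes share between mice are left out, and the spread of the simulated values may be too narrow. These draws, and the calls on 2 HDM libraries with the third held out, were added after the results were seen.

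Alternatives set before the data were examined were median-of-ratios factors, library totals only, DESeq2 1.42.0, no filter, the filter of edgeR's filterByExpr function, all 3 groups in one fit, the replicate number as a block, libraries thinned to the smallest total, no fold threshold, a margin of 1.5-fold, camera with an estimated correlation, fry, other transformations and gene choices for principal components, the complement list without liver genes, and each library left out in turn. Other measurements of the paper, such as quantitative PCR, lavage cells and proteins, histology and airway mechanics, are not analysed here. KEGG and Gene Ontology sets were not used here, and Ear2, Ear1 and Chil3 were not found among the panel's symbols.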

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

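The test on libraries thinned to equal totals was chosen as a test of depth after the sums of each library were seen, and the bootstrap interval of the respiratory and ribosomal genes, the ratios without HDM replicate 3 and the olfactory sums with no filter were added after a first run. The other tests in this part were set before their results were seen.

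Liver genes, which the paper does not discuss, stood above PBS with HDM for 19 of 33 members. Of 38 detected members, 29 (76.3%) had their highest level in HDM replicate 2 or HDM replicate 1, 65.8% in HDM replicate 2 alone, and 30, 33 and 15 lay above every PBS library in HDM replicates 1 to 3, against 3, 26 and 5 in nafamostat replicates 1 to 3. Carry-over of liver RNA into single libraries would put at least 80% of the members highest in the same 2 libraries with the other HDM library within the PBS range, and fewer than 50% highest in 1 library would have spoken against it. The values lie between these bounds, so carry-over and an effect of HDM cannot be told apart for these genes. A biological effect of HDM stays open and was not tested further.

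Olfactory receptors, which the paper does not discuss, summed to 1591 CPM in HDM replicate 3, above each PBS library, while HDM replicates 1 and 2 lay within the PBS range. Their list calls, with an adjusted p of 0.0186 and 2.97e-11 from camera for HDM against PBS and HDM + nafamostat against HDM, were lost with an estimated correlation (adjusted p = 0.786 and 0.486). Summed over all 1057 members on the panel with no filter, and scaled for depth, HDM replicate 3 had a 95% counting interval of 1563 to 1619 CPM against 634 to 673 CPM in PBS replicate 2, the next highest library, which argues against depth and filter as the cause of its excess. At the preset correlation the calls held in libraries thinned to equal totals (adjusted p up to 0.0299 from camera). The stricter filter ended them (adjusted p = 0.635 and 0.0816), as it left 15 of 250 and 12 of 188 members, with median log2 fold changes of 0.48 (quartiles −0.08 and 1.34) in place of 1.37 (0.78 and 1.99) and of −0.61 (−1.13 and 0.05) in place of −2.17 (−2.73 and −1.57). Vomeronasal and trace amine receptors had a ratio of HDM to PBS of 2.97 (95% counting interval 2.74 to 3.22) against 2.5 (2.43 to 2.57) for olfactory receptors. Without HDM replicate 3 both ratios lay below 1, at 0.743 (0.656 to 0.841) and 0.708 (0.678 to 0.739), so the rise is that of 1 library. The sums of vomeronasal and trace amine receptors followed those of olfactory receptors over the 10 libraries (Spearman rho 0.952, permutation p = 1.3e-04). Among other genes with a mean below 1 CPM, the rise in HDM replicate 3 over the median of the other libraries was 6.02 for 586 genes coded in a single exon and 1.57 for 2797 coded in several, a ratio of 3.84 (bootstrap interval 3.31 to 4.55), as amplification of genomic DNA would need. The ratio was also 2.66 in PBS replicate 2 and 1.82 in nafamostat replicate 2, which had the next highest sums of olfactory receptors, and 0.592 to 1.44 in the other libraries, so the trait is not particular to HDM replicate 3. The pattern may therefore come from genomic DNA in several libraries, with the most in HDM replicate 3, a hypothesis tested on the data it was found in. HDM replicates 1 and 2 lay within the PBS range of olfactory receptor sums, with pooled ratios of HDM to PBS below 1. The top of that range is PBS replicate 2, at 654 CPM, which may hold genomic DNA as well. PBS replicate 1, at 266 CPM, lay above both HDM libraries, and PBS replicates 3 and 4, at 55.3 and 63.8 CPM, below both. These sums therefore cannot decide whether the mice share a rise with HDM. An effect of HDM in the mouse of HDM replicate 3 alone was not tested.

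Genes of oxidative phosphorylation and of mitochondrial and cytosolic ribosomal proteins were lower as lists with nafamostat by camera, while 13 of 76, 7 of 69 and 4 of 19 members passed the test and no list call held with an estimated correlation (adjusted p = 0.187, 0.179 and 0.188). The median log2 fold change over 164 members was −0.33 (bootstrap interval −0.41 to −0.30). Their transcripts are short (median 1136 against 3162 nucleotides in other genes), and lists of other genes matched on length and expression had a median of −0.20 with a 2.5th percentile of −0.26, which the members lie below. A trend with transcript length thus goes the same way and covers part of the change, and it is argued against as the whole cause. Lists matched on GC content had a 2.5th percentile of 0.00502, which argues against the GC content of the transcripts. Both properties were taken from the longest transcript of each gene, and those of the amplicons read were not tested. The bootstrap and the matched lists drew genes as if they were independent, so their spread may be too narrow. RNA quality was not tested, and an effect of nafamostat stays open.

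In the PBS group, 5 of 92 results tested had 1 library far from the other 3, where chance gives about 5% of them. The gap of that library to its nearest neighbour, as a share of the range of the group, was 0.835 for Ccl17 (PBS replicate 4, 10.3 CPM against 2.47 to 3.77), 0.872 for Cxcr6 (PBS replicate 3), 0.832 for Gpr153 (PBS replicate 1, 35.7 CPM against 20.9 to 23.4), 0.872 for the ECM-receptor list and 0.873 for the cytosolic ribosomal list (both PBS replicate 4). For the transcriptome, the paper gives no count of genes called in HDM + nafamostat against PBS, where 811 were called here. Of 24 goblet cell and mucus genes, 19 were higher than PBS in nafamostat-treated mice, and of 43 cell cycle genes, 28 were higher with HDM.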

How the results depend on the processing

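In this part, 2 alternatives were chosen after seeing the data: leaving out the liver, olfactory and vomeronasal lists, and the PBS to HDM axis on all genes. All other alternatives were set before.

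For HDM against PBS, the 1662 calls became 1418 to 1816 when each library was left out in turn, and 1653 to 1733 with other factors, tools, filters, fits and thinned libraries. With library totals only, genes that rose made up 54.7% in place of 64.0% of the calls. Without a fold threshold there were 4311. In HDM + nafamostat against HDM, the 120 calls became 110 to 145 with library totals only, median-of-ratios factors, DESeq2, filterByExpr, all groups in one fit or thinned libraries. They were 251 without a filter, 57 with the replicate number as a block and 421 without a fold threshold. Leaving out single libraries gave 14 (nafamostat replicate 3) to 241 (nafamostat replicate 2), and 71 without HDM replicate 3. With fewer libraries the test has fewer degrees of freedom, and beyond that the cause was not tested. In HDM + nafamostat against PBS, the 811 calls became 2008 without a fold threshold, and 636 to 918 in the other alternatives.

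The overlap of 63 genes that rose with HDM and fell with nafamostat became 41 with the block and 230 without a fold threshold, and 10 (without nafamostat replicate 3) to 102 (without nafamostat replicate 2) over single libraries. The 20 of them within 2-fold of PBS became 133 without a fold threshold, 7 at a margin of 1.5-fold, and 1 (without nafamostat replicate 3) to 26 (without HDM replicate 2) over single libraries. A lower or absent fold threshold calls more genes by construction. The replicate number does not pair the mice: of 9 same-number pairs of libraries, 1 had a correlation of residuals over 0.1 (−0.172 to 0.117), and 0 of 10 libraries correlated best with their own number in both other groups.

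Of the list calls by camera, 25 of 44 held with an estimated correlation for HDM against PBS, 0 of 39 for HDM + nafamostat against HDM and 17 of 37 for HDM + nafamostat against PBS. With fry, which tests each list without the other genes, 19 lists passed in HDM + nafamostat against HDM. Over single libraries, the adjusted p from camera of the olfactory receptors list, HDM vs PBS, ran from 2.93e-05 (without HDM replicate 1) to 0.808 (without HDM replicate 3). In HDM + nafamostat vs HDM it was 0.626 without HDM replicate 3. That of the interferon-stimulated genes list, HDM + nafamostat vs HDM, ran from 4.97e-05 (without HDM replicate 2) to 0.231 (without HDM replicate 3), and that of the vomeronasal and trace amine receptors list, HDM + nafamostat vs HDM, from 2.51e-05 (without HDM replicate 1) to 0.983 (without HDM replicate 3). In these 3 ranges the list had the opposite direction without HDM replicate 3. The log2 fold change of Fabp4 in HDM against PBS ran from −0.29 (without PBS replicate 2) to 0.55 (without PBS replicate 1), the setting in which alone it passed edgeR's quasi-likelihood test. The cause was not tested. Of the named genes of HDM + nafamostat against HDM, 263 of 1187 results over single libraries lost their call and 16 gained one, against 49 and 18 of 1672 for HDM against PBS, and 61 and 13 of 1292 for HDM + nafamostat against PBS. Apart from Fabp4, no named gene that passed the test in either setting turned its direction.

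The share of PC1 for HDM against PBS, 65.5%, became 53.2% with all genes, 91.7% with the variance stabilizing transformation, 92.5% with rlog and 71.3% without the 3 lists, and 64.9% (without HDM replicate 2) to 78.1% (without HDM replicate 3) over single libraries. That of HDM + nafamostat against HDM, 72.8%, became 47.4% with all genes and 60.8% without the 3 lists, and 49.3% (without HDM replicate 3) to 77.3% (without HDM replicate 1) over single libraries. The cause was not tested, apart from the genes left out. Without the 3 lists, calls were 1680, 130 and 818 in the 3 comparisons, the overlap was 64 and 21 of these lay within 2-fold of PBS. On all genes the nafamostat group lay at 60.0% of the axis from PBS to HDM in place of 70.8%. Genes at few counts are limited by depth: Il13, Chil4, Il17a and Il13ra2 had 0 counts in each PBS library, so their level there is known only as under 3 counts per library.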

Differences from the paper's values

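In this part, no alternative was chosen after seeing the values. The paper gives 2% for PC2 of HDM against PBS, and here it was 24.5% of the variance of the 500 most variable genes in log2 CPM. Of the alternatives set before the data were examined, rlog (2.46%) and the variance stabilizing transformation (2.75%) fall within 1.5 times the paper's value, and all genes (18.2%) and each library left out in turn (7.81% to 27.9%) do not. For PC1, the paper's value is 93% and the value here 65.5%, with 92.5% under rlog. In HDM + nafamostat against HDM the paper gives 66% and 14%, against 72.8% and 12.3% here and 66.2% and 14.2% under rlog.

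At the paper's thresholds, the counts of called genes are 1680 in the paper (1077 up and 603 down) and 1662 here (1063 and 599). Of the paper's genes, 1629 were called here with edgeR's quasi-likelihood test in the same direction and 1673 with DESeq2, which called 1678 (1079 and 599). For HDM + nafamostat against HDM the paper has 139 (19 up and 120 down) and here 120 (15 and 105), with 113 shared. DESeq2 called 140, which include all 139. No gene had the opposite sign. Of 43 log2 fold changes read from the paper's tables, 0 differ by its errors or in sign, and the largest difference from DESeq2 here was 0.0012.

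The paper shows its groups as separate on PC1 for HDM + nafamostat against HDM. In log2 CPM here the ranges of the groups overlap on PC1, while with rlog, with the variance stabilizing transformation, without HDM replicate 3 or without nafamostat replicate 2 they do not. The paper ranks asthma first among the pathways that rose with HDM, whereas in the copy of its Table S3 that was read olfactory transduction has a higher normalized enrichment score, 2.55 against 2.02. That copy lists 61 pathways with a positive and 39 with a negative score, where the paper's text gives 62 and 49.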

Other observations

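The tests of splits were set before the data were examined, and the lists of this part were written before as well.

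Of 10 genes of proteins in the paper's lavage cytokine array, 8 rose with HDM and 1 fell (9 and 1 when adjusted over the list alone, adjusted p = 2.13e-12 from camera), and the paper chose them. The 10 include Il4, Il5 and Il13, whose proteins did not rise in lavage fluid according to the paper. The gene that fell is Il12a, with a log2 fold change of −0.99, opposite to the rise in lavage fluid that the paper reports for its interleukin. Its call was lost without PBS replicate 1, PBS replicate 2 or HDM replicate 1 (adjusted p = 0.0595 to 0.124 from edgeR's quasi-likelihood test). Il12b did not pass the test, but passed as higher without PBS replicate 3. RNA of lung tissue and protein of lavage fluid are different measures. Timp1, an inhibitor of metalloproteinases, rose by 4.64 (standard error 0.27, adjusted p = 1.41e-08 from edgeR's quasi-likelihood test) on the log2 scale and Ccl17, a T helper 2 attractant, by 4.85 (standard error 0.31, adjusted p = 3.66e-08 from edgeR's quasi-likelihood test). Ccl17 had 10.3 CPM in PBS replicate 4 and 2.47 to 3.77 in the other PBS libraries. With nafamostat, 1 of 10 fell (5 when adjusted over the list alone, adjusted p = 9.93e-04 from camera, adjusted p = 0.200 with an estimated correlation), and Timp1 had a log2 fold change of 0.13 (standard error 0.20, adjusted p = 0.744 from edgeR's quasi-likelihood test). For its protein, the paper reports a lower level in pooled lavage fluid with nafamostat. Of 37 serine protease genes, 10 rose and 3 fell (10 and 3 when adjusted over the list alone, adjusted p = 0.101 from camera). F10 and F7, coagulation factors, rose by 3.06 (standard error 0.23) and 2.58 (standard error 0.26). With nafamostat, 1 fell, Corin, with 1 when adjusted over the list alone (adjusted p = 0.195 from camera). The call was lost for Corin without HDM replicate 1, nafamostat replicate 1, nafamostat replicate 2 or nafamostat replicate 3 (adjusted p = 0.0552 to 0.114 from edgeR's quasi-likelihood test). Against PBS the list had a median of −0.02 in nafamostat-treated mice, opposite to the direction camera gave (adjusted p = 0.275 from camera). Of 34 serine protease inhibitor and protease-activated receptor genes, 16 rose and 5 fell (16 and 5 when adjusted over the list alone, adjusted p = 3.43e-06 from camera, adjusted p = 0.0604 with an estimated correlation) with HDM. With nafamostat 6 of 35 fell and 1 rose (9 and 1 when adjusted over the list alone, adjusted p = 0.00148 from camera, adjusted p = 0.188 with an estimated correlation).

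Of 43 cell cycle genes, 28 rose and 1 fell (34 and 2 when adjusted over the list alone, adjusted p = 1.58e-10 from camera, adjusted p = 0.153 with an estimated correlation) with HDM. Birc5, survivin, rose by 2.12 (standard error 0.23, adjusted p = 8.34e-06 from edgeR's quasi-likelihood test) and Cdk1 by 2.08 (standard error 0.26, adjusted p = 3.07e-05 from edgeR's quasi-likelihood test). With nafamostat 1 of 43 fell (1 when adjusted over the list alone, adjusted p = 0.384 from camera), Cenpa of centromeres. The call was lost for Cenpa without HDM replicate 1, HDM replicate 3 or nafamostat replicate 3 (adjusted p = 0.0614 to 0.148 from edgeR's quasi-likelihood test). Of 22 histone genes, 13 rose and 0 fell (14 and 0 when adjusted over the list alone, adjusted p = 5.01e-07 from camera, adjusted p = 0.247 with an estimated correlation) with HDM, and 5 of 21 fell with nafamostat (12 when adjusted over the list alone, adjusted p = 1.02e-08 from camera, adjusted p = 0.206 with an estimated correlation). Of 29 interferon-stimulated genes, 11 rose and 2 fell (12 and 2 when adjusted over the list alone, adjusted p = 0.0432 from camera, adjusted p = 0.681 with an estimated correlation) with HDM. As a list they lost the call without PBS replicate 1 (adjusted p = 0.0867 from camera), PBS replicate 4 (adjusted p = 0.0545 from camera) or HDM replicate 3 (adjusted p = 0.592 from camera). The list summed to 2462 CPM in HDM replicate 3, and to 1211 and 1171 CPM in HDM replicates 1 and 2, within the PBS range of 1113 to 1277 CPM. Ifit2 fell by 1.14 (standard error 0.17), while Cxcl10 rose by 2.55 (standard error 0.41). With nafamostat 1 fell of 29, Ifi27l2a (1 when adjusted over the list alone, adjusted p = 0.0305 from camera, adjusted p = 0.643 with an estimated correlation). This list call was lost without HDM replicate 3 (adjusted p = 0.231 from camera), nafamostat replicate 1 (adjusted p = 0.119 from camera) or nafamostat replicate 3 (adjusted p = 0.0778 from camera), with the opposite direction without HDM replicate 3. Its single call was lost for Ifi27l2a without nafamostat replicate 1, nafamostat replicate 2 or nafamostat replicate 3 (adjusted p = 0.0533 to 0.199 from edgeR's quasi-likelihood test). Of 18 core clock genes, 2 rose and 8 fell (2 and 9 when adjusted over the list alone, adjusted p = 0.0129 from camera, adjusted p = 0.188 with an estimated correlation) with HDM. Nr1d1, a repressor of the clock, fell by 1.68 (standard error 0.20). With nafamostat 0 passed edgeR's quasi-likelihood test (0 when adjusted over the list alone, adjusted p = 0.0672 from camera), but the list passed without nafamostat replicate 2 (adjusted p = 0.0478 from camera). Of 23 early response genes, 4 rose and 7 fell (6 and 10 when adjusted over the list alone, adjusted p = 0.358 from camera) with HDM. Egr1 fell by 1.49 (standard error 0.26). With nafamostat 3 fell (3 and 1 when adjusted over the list alone, adjusted p = 0.186 from camera), and the list passed without nafamostat replicate 2 (adjusted p = 0.0377 from camera). Of 18 adipocyte genes, 1 rose and 6 fell (1 and 6 when adjusted over the list alone, adjusted p = 0.0227 from camera, adjusted p = 0.494 with an estimated correlation) with HDM. Adrb3 fell by 1.73 (standard error 0.33). With nafamostat 0 passed (0 when adjusted over the list alone, adjusted p = 0.00234 from camera, adjusted p = 0.237 with an estimated correlation). Adipocyte genes lost their list call with HDM without PBS replicate 1 (adjusted p = 0.194 from camera), and that with nafamostat without nafamostat replicate 1 (adjusted p = 0.103 from camera). Of 7 erythroid genes, 0 rose and 4 fell (0 and 4 when adjusted over the list alone, adjusted p = 0.00394 from camera, adjusted p = 0.127 with an estimated correlation) with HDM, and 1 of 5 rose with nafamostat (3 when adjusted over the list alone, adjusted p = 0.00438 from camera, adjusted p = 0.179 with an estimated correlation).

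Of 76 oxidative phosphorylation genes, 42 rose and 5 fell with HDM (44 and 5 when adjusted over the list alone, adjusted p = 5.13e-07 from camera, adjusted p = 0.353 with an estimated correlation), of 69 mitochondrial ribosomal protein genes 37 rose (40 when adjusted over the list alone, adjusted p = 3.26e-07 from camera, adjusted p = 0.309 with an estimated correlation), and of 18 cytosolic ones 7 (8 when adjusted over the list alone, adjusted p = 0.00284 from camera, adjusted p = 0.353 with an estimated correlation). Cox5a rose by 0.84 (standard error 0.13). Against PBS, cytosolic ribosomal genes in nafamostat-treated mice had a median of 0.02, opposite to the direction camera gave (adjusted p = 0.930 from camera). Of 250 olfactory receptor genes, 6 rose and 0 fell (0 and 0 when adjusted over the list alone, adjusted p = 0.0186 from camera, adjusted p = 0.786 with an estimated correlation) with HDM, and 0 passed with nafamostat (0 when adjusted over the list alone, adjusted p = 2.97e-11 from camera, adjusted p = 0.486 with an estimated correlation). Olfactory receptors lost their list call with HDM without PBS replicate 3 (adjusted p = 0.155 from camera), PBS replicate 4 (adjusted p = 0.156 from camera) or HDM replicate 3 (adjusted p = 0.808 from camera), and that with nafamostat without HDM replicate 3 (adjusted p = 0.626 from camera). For vomeronasal and trace amine receptors, 0 of 25 passed with HDM (0 when adjusted over the list alone, adjusted p = 0.228 from camera) and 0 of 19 with nafamostat (0 when adjusted over the list alone, adjusted p = 0.00855 from camera, adjusted p = 0.562 with an estimated correlation). The vomeronasal call was lost without HDM replicate 3 (adjusted p = 0.983 from camera), nafamostat replicate 1 (adjusted p = 0.154 from camera) or nafamostat replicate 3 (adjusted p = 0.0572 from camera), with the opposite direction without HDM replicate 3. Liver genes with nafamostat: 1 of 33 fell (1 when adjusted over the list alone, adjusted p = 4.09e-06 from camera, adjusted p = 0.352 with an estimated correlation). Mucus genes stayed above PBS with nafamostat: of 24, 19 were higher and 1 lower (20 and 1 when adjusted over the list alone, adjusted p = 5.75e-70 from camera).

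The libraries of HDM and PBS were split in each of the 35 ways into groups of 3 and 4. Of these, 1 split, the real one, called as many as 1662 genes. The highest other, with PBS replicates 1 to 3 against all other libraries, called 854. A share of 1 in 35 is the lowest this test can reach, so it argues against chance and does not exclude it. In HDM + nafamostat against PBS, 1 of 35 splits, the real one, called as many as 811. The highest other, again with PBS replicates 1 to 3 against all other libraries, called 411. Here too the test argues against chance and does not exclude it. For HDM + nafamostat against HDM, 10 splits are too few for a share under 0.05, where 1 split, the real one, called 120 and the highest other 0.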
